# Triple-negative breast cancer cells rely on kinase-independent functions of CDK8 to evade NK-cell-mediated tumor surveillance

**DOI:** 10.1038/s41419-021-04279-2

**Published:** 2021-10-23

**Authors:** Vanessa Maria Knab, Dagmar Gotthardt, Klara Klein, Reinhard Grausenburger, Gerwin Heller, Ingeborg Menzl, Daniela Prinz, Jana Trifinopoulos, Julia List, Daniela Fux, Agnieszka Witalisz-Siepracka, Veronika Sexl

**Keywords:** Breast cancer, Immune evasion

## Abstract

Triple-negative breast cancer (TNBC) is an aggressive malignant disease that is responsible for approximately 15% of breast cancers. The standard of care relies on surgery and chemotherapy but the prognosis is poor and there is an urgent need for new therapeutic strategies. Recent in silico studies have revealed an inverse correlation between recurrence-free survival and the level of cyclin-dependent kinase 8 (CDK8) in breast cancer patients. CDK8 is known to have a role in natural killer (NK) cell cytotoxicity, but its function in TNBC progression and immune cell recognition or escape has not been investigated. We have used a murine model of orthotopic breast cancer to study the tumor-intrinsic role of CDK8 in TNBC. Knockdown of CDK8 in TNBC cells impairs tumor regrowth upon surgical removal and prevents metastasis. In the absence of CDK8, the epithelial-to-mesenchymal transition (EMT) is impaired and immune-mediated tumor-cell clearance is facilitated. CDK8 drives EMT in TNBC cells in a kinase-independent manner. In vivo experiments have confirmed that CDK8 is a crucial regulator of NK-cell-mediated immune evasion in TNBC. The studies also show that CDK8 is involved in regulating the checkpoint inhibitor programmed death-ligand 1 (PD-L1). The CDK8–PD-L1 axis is found in mouse and human TNBC cells, underlining the importance of CDK8-driven immune cell evasion in these highly aggressive breast cancer cells. Our data link CDK8 to PD-L1 expression and provide a rationale for investigating the possibility of CDK8-directed therapy for TNBC.

## Introduction

Triple-negative breast cancer (TNBC) cells lack the expression of estrogen and progesterone receptors, with normal human epidermal growth factor receptor type 2 (HER2) gene copy number and expression. TNBC accounts for approximately 15–20% of all breast cancers with high prevalence in young and African-American women. It is an aggressive disease with a high risk of relapse and mortality. Compared to other breast cancer subtypes, visceral metastasis formation is frequent and involves lung, bone, and brain [1–3]. Chemotherapy is the current standard-of-care treatment of TNBC in adjuvant, neoadjuvant, and metastatic settings. Although TNBCs are highly sensitive to chemotherapy, the frequent occurrence of relapse enforces the search and evaluation of novel therapeutic approaches [2].

In silico investigations of patient samples revealed an inverse correlation between recurrence-free survival and cyclin-dependent kinase 8 (CDK8) levels in various breast cancer types, however, a correlation separately for TNBC patients has not yet been reported [4–6]. CDK8 and its close homologue CDK19 are serine/threonine kinases and key players in transcriptional regulation. They form the kinase module of the Mediator complex, together with Cyclin C, MED12, and MED13 [7, 8]. The CDK8 submodule has as well been described to directly phosphorylate signaling molecules, including members of the Janus kinase and signal transducer and activator of transcription (JAK-STAT) pathway [9], transforming growth factor-β (TGF-β), and bone morphogenetic protein (BMP) receptor signaling [10]. By utilizing the JAK-STAT pathway, CDK8 can interfere and regulate immune responses [9]. A function of the CDK8-STAT1 axis was also reported in natural killer (NK) cells—showing that knockdown of CDK8 within NK cells enhances their cytotoxicity in vitro and in vivo by increasing the expression of lytic molecules [11]. Paradoxically, deletion of CDK8 in NK cells partially recapitulates the enhanced NK-cell-mediated cytotoxicity, but STAT1-S727 phosphorylation is unaltered in CDK8-deficient NK cells, presumably due to a compensatory function of CDK19 [12]. The use of a specific CDK8/CDK19 inhibitor showed supportive results that this effect is dependent on the kinase activity of CDK8 and the same study provides evidence that combination treatments with either anti-programmed death 1 (PD-1) monoclonal antibodies in a colorectal cancer model or SMAC mimetic in a breast cancer model increase the survival of mice [13].

In T cells, CDK8/CDK19 kinase inhibition induces the conversion of conventional T cells to regulatory T cells, enhancing antitumor surveillance and highlighting a role of CDK8/CDK19 in the repression of forkhead box protein P3 (FOXP3) [14].

Additionally, CDK8 has been identified as an oncogenic driver in a variety of cancer types including melanoma, colorectal cancer, and hematological malignancies [4, 6, 15, 16].

A recent study describes CDK8 as a potential therapeutic target in estrogen receptor (ER)-positive breast cancer cells, showing that estrogen-induced transcription depends on CDK8 kinase activity. Chemical inhibition of CDK8/CDK19 or genetic knockdown of CDK8 impaired cell growth and progression of this breast cancer type in vitro and in vivo [17].

Moreover, it has been shown that CDK8 contributes to epithelial-to-mesenchymal transition (EMT), a process which plays an important role in invasion and metastasis of breast cancer cells [18–20].

We here show that tumor-intrinsic CDK8 regulates invasiveness and metastatic capacity of TNBC cells and shields the tumor cells from NK-cell-mediated recognition and killing in a kinase-independent manner. These data suggest that CDK8 not only represses perforin and granzyme production, and thereby hampers NK-cell cytotoxicity, but also drives cancer-intrinsic immune evasion by regulating crucial immune checkpoints. We describe a novel CDK8–PD-L1 (programmed death-ligand 1) axis, which might provide a mechanistic explanation for the CDK8-driven NK-cell evasion and is of utmost therapeutic relevance as PD-L1/PD-1 blocking antibodies show promising results in clinical trials of TNBC patients. In summary, we identify CDK8 as an important regulator of tumorigenesis and describe it as a novel immune checkpoint in TNBC.

## Results

### CDK8 promotes regrowth of tumors and distant metastasis formation

To study the role of CDK8 in TNBC, we used shRNA-mediated knockdown of CDK8 in murine TNBC E0771 cells [21]. Immunoblotting confirmed the decreased CDK8 levels with two different hairpins to a varying extent (shCdk8–1 and shCdk8–2) (Fig. 1A). We did not detect any changes in proliferation (Fig. 1B), cell cycle distribution (Supplementary Fig. S1A), or survival upon CDK8 knockdown in vitro (Supplementary Fig. S1B).

**Fig. 1:**
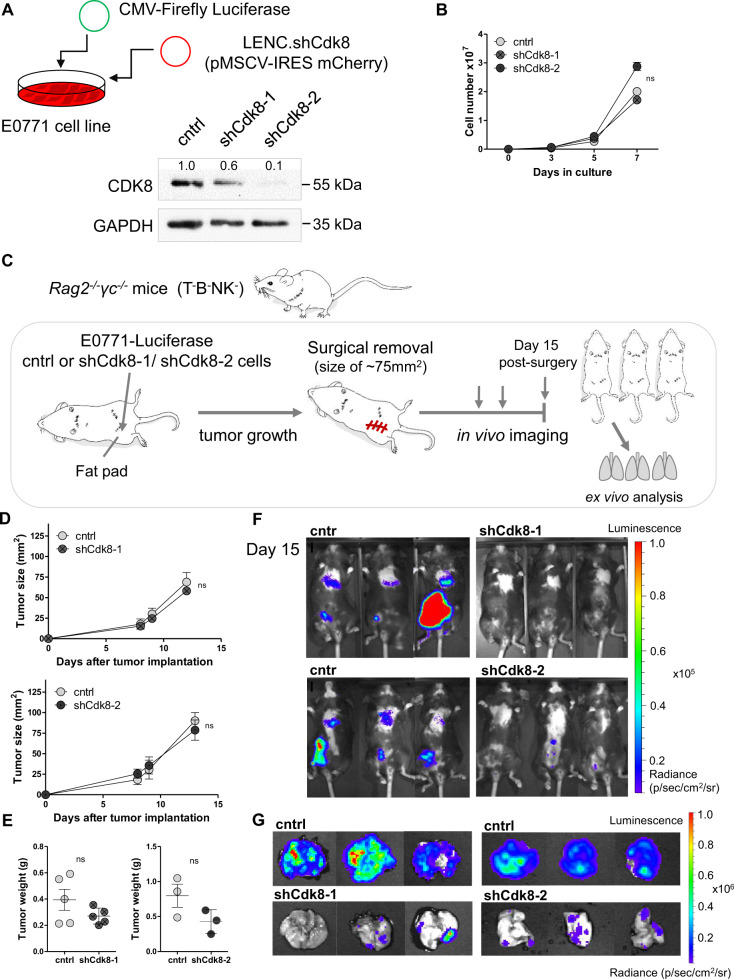
CDK8 supports the regrowth of tumors and distant metastasis formation. **A** TNBC E0771 cells were stably infected with a CMV-Firefly Luciferase construct and subsequently with two different CDK8-targeting shRNAs (shCdk8–1 and −2) or a control shRNA (cntrl), and the expression of CDK8 and GAPDH was analyzed by western blot. **B** Proliferation of E0771 cell lines infected with shCdk8–1, shCdk8–2 and the control cell line was assessed on day 3, 5, and 7 by flow cytometry. Symbols and error bars represent cell numbers in mean ± SEM of *n* = 3 technical replicates. **C** Experimental setup of experiments from (**D**–**G**) is shown. *Rag2*^*−/−*^*γc*^*−/−*^ mice were orthotopically transplanted with E0771 control, shCdk8–1, or shCdk8–2 cells (in independent experiments) and monitored for primary tumor growth. Tumors were surgically removed and regrowth and distant metastasis of tumor cells was monitored with in vivo imaging. **D** Primary tumor growth of control vs. shCdk8-1 or shCdk8-2 implanted mice, and **E** tumor weight of mice at operation. Symbols and error bars represent tumor area (mm^2^) in mean ± SEM. **F**, **G** Representative in vivo-imaging pictures of mice (**F**) and ex vivo lungs (**G**) of two independent experiments with either shCdk8-1 or shCdk8-2 compared to control, at day 15 post surgery (*n* = 3–5 mice per group).

To study primary tumor growth and metastasis formation in vivo, we used a well-established orthotopic breast cancer model [22] and transplanted Luciferase-expressing E0771 cells into the mammary fat pad of immunocompromised recombination activating gene 2 and interleukin 2 receptor gamma chain double knockout (*Rag2*^*−/−*^*yc*^*−/−*^) mice. When the primary tumor reached an area of 75 mm^2^, it was surgically removed and we followed disease progression by live imaging (Fig. 1C). In accordance with the unaltered cell proliferation in vitro, we did not observe any significant difference in primary tumor growth and weight irrespective of the expression of CDK8 (Fig. 1D, E). Persistent knockdown of CDK8 was confirmed in lysates from primary tumors (Supplementary Fig. S2A). CDK8-expressing cells gave rise to increasing Luciferase signals from day 9 to 15 post surgery at the site of injection, indicative of the regrowth of the tumor. In contrast, no Luciferase signals were detectable in mice that had received shCdk8–1 or shCdk8–2 knockdown cells (Fig. 1F and Supplementary Fig. S2B). At day 15 post surgery, the animals were sacrificed and analyzed for lung metastasis. Substantial metastatic spreading to the lungs had occurred upon injection with wild-type E0771 cells, while lung metastasis was significantly reduced in the absence of CDK8 (Fig. 1G and Supplementary Fig. S2C, D). This led us to conclude that tumor-intrinsic CDK8 promotes regrowth of tumors and distant metastasis formation in the orthotopic TNBC mouse model.

### Metastasis-related genes are deregulated upon CDK8 knockdown

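E0771 is a mouse mammary tumor cell line. Its cells carried a retroviral hairpin against Renilla luciferase (cntrl) or a hairpin against Cdk8 (shCdk8-1 or shCdk8-2). Each line was kept for 48 h in DMSO or in 1 µM of Senexin B, with 3 libraries per group and 18 libraries in all. The authors trimmed single-end reads with Trimmomatic, mapped them to the mouse genome GRCm38 with STAR and counted reads by strand on the exons of each gene with featureCounts. They deposited these counts without normalization for 50686 genes. In DMSO, the cntrl libraries held 16452260 to 20828547 counts (median 18482623), the shCdk8-1 libraries 17794820 to 20967744 (median 19224376) and the shCdk8-2 libraries 18125142 to 22664693 (median 19333556). Counts were scaled by edgeR's TMM method, genes with low counts were removed by filterByExpr, and the quasi-likelihood test with Benjamini-Hochberg adjustment was fitted to the 12 libraries of cntrl, shCdk8-1 and shCdk8-2 cells in DMSO and of cntrl cells in Senexin B. This left 12590 genes tested. Alternatives to the filter, the normalization, the test and the set of libraries were also run.
Cdk8 (ENSMUSG00000029635.15) lies on the plus strand of chromosome 5 of GRCm38 from 146231230 to 146302874. Its mRNA was 55.9 ± 2.13 counts scaled to library size (CPM; SD, n = 3) in cntrl cells, 21.3 ± 2.43 CPM (SD, n = 3) in shCdk8-1 cells and 38.5 ± 0.404 CPM (SD, n = 3) in shCdk8-2 cells. The log2 fold change against cntrl was -1.39 with shCdk8-1 (standard error 0.0654, adjusted p = 3.22e-11) and -0.54 with shCdk8-2 (standard error 0.0612, adjusted p = 1.6e-06). Cdk8 mRNA thus fell by 61.8% with shCdk8-1 and fell by 31.0% with shCdk8-2. Set against each other, shCdk8-2 cells held more Cdk8 mRNA than shCdk8-1 cells (log2 fold change 0.85, adjusted p = 3.07e-07). With each library left out in turn, the log2 fold change stayed between -1.45 and -1.30 for shCdk8-1 and between -0.55 and -0.50 for shCdk8-2. With the replicate number as a block in the model, the adjusted p was 5.65e-10 for shCdk8-1 and 4.02e-06 for shCdk8-2.

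**Figure D1:**
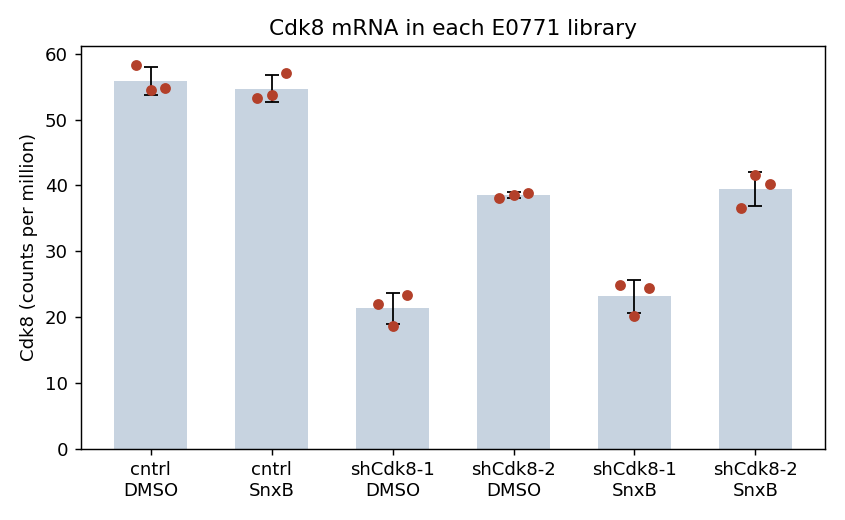
Cdk8 mRNA in CPM (y axis) for the 6 groups of E0771 cells (x axis); bars are means of 3 libraries, error bars SD and points the libraries. The shCdk8-1 libraries lie lowest, the shCdk8-2 libraries between them and the cntrl libraries, in DMSO and in SnxB.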

To gain insights into how CDK8 promotes the metastatic potential of murine TNBC, we performed RNA sequencing (RNA-seq) and compared gene expression of E0771 control (cntrl), shCdk8–1, and shCdk8–2 cells. 

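The 3 libraries of cntrl cells in Senexin B held 19271184 to 21978541 counts (median 19750825). Cdk8 mRNA was 54.7 ± 2.04 CPM (SD, n = 3) in these cells, a log2 fold change of -0.03 against cntrl cells in DMSO (standard error 0.0597, adjusted p = 0.86 from edgeR's quasi-likelihood test). Cdk19 (ENSMUSG00000038481.13), on chromosome 10 of GRCm38 from 40339564 to 40483818, was 93.3 ± 0.266 CPM (SD, n = 3) in DMSO and 98.9 ± 3.65 CPM (SD, n = 3) in Senexin B, and this difference did not pass the test (adjusted p = 0.222).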

We included cntrl cells treated with the CDK8/CDK19 inhibitor Senexin B (SnxB) in the experimental setting. The efficiency of the SnxB treatment was confirmed by analyzing the CDK8 kinase substrate pSTAT1-S727 [9] by immunoblotting (Supplementary Fig. S3A). We identified 887 genes that were deregulated upon CDK8 knockdown by both shRNAs, whereas CDK8/CDK19 kinase inhibition by SnxB treatment resulted in only 25 deregulated genes (Fig. 2A and Supplementary Fig. S3B, C). 

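Genes were called deregulated at an adjusted p under 0.05 in edgeR's quasi-likelihood test and a fold change above 2, the paper's thresholds. With both shRNAs, 1189 of the 12590 genes tested were deregulated against cntrl. Of these, 512 were upregulated and 676 downregulated in both lines, and 1 changed in opposite directions. There was 1 line per hairpin, so the tests measure the spread between libraries of a line. They cannot separate the knockdown from other differences between the lines. SnxB treatment of cntrl cells deregulated 40 genes, 29 upregulated and 11 downregulated. With the replicate number as a block in the model, 1188 genes were called with both shRNAs and 33 with SnxB. Same-numbered libraries did not deviate together from their group means: the mean correlation across genes was -0.067 for the pairs of cntrl and shCdk8-1 libraries, 0.002 for shCdk8-2 and -0.02 for SnxB. The fold change threshold moved both counts most, as 6241 genes passed with both shRNAs and 696 with SnxB at the adjusted p alone. With each library left out in turn, 1176 to 1222 genes were called with both shRNAs and 30 to 41 with SnxB.

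**Figure D2:**
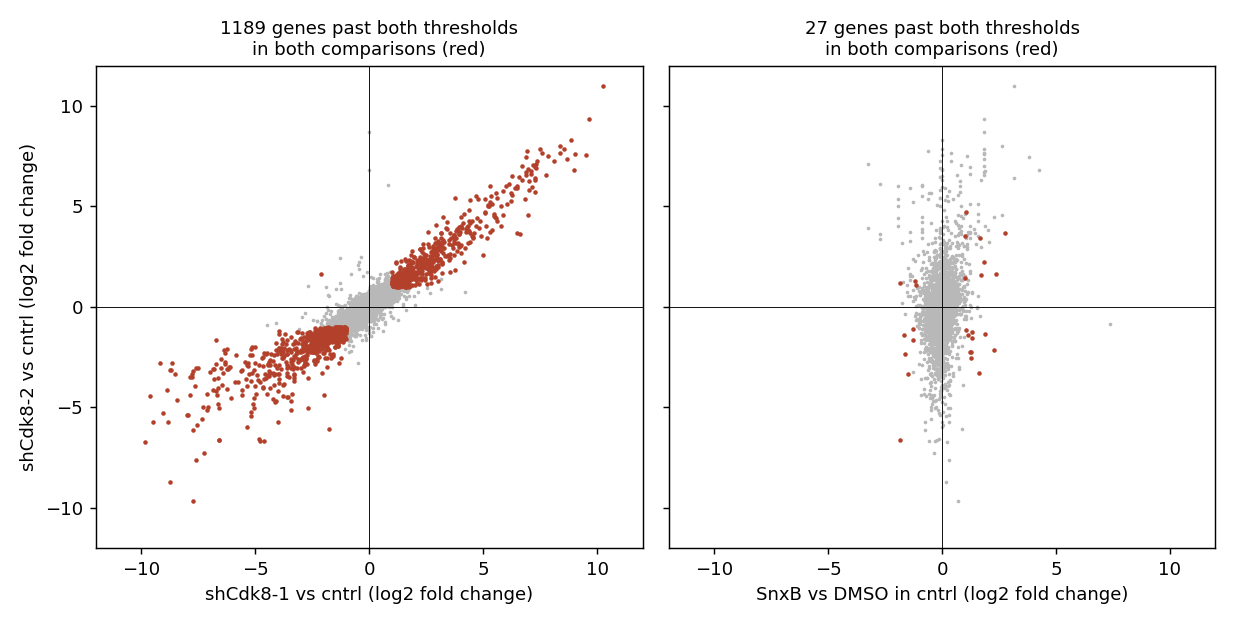
log2 fold changes of the tested genes against cntrl cells in DMSO, with shCdk8-2 on the y axis and shCdk8-1 (left) or SnxB (right) on the x axis; each point is a gene, and red points passed both thresholds in both comparisons of the panel. The 1189 red genes on the left follow the diagonal, while SnxB and shCdk8-2 share 27.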

Only nine genes were commonly deregulated by both CDK8 knockdowns and SnxB (Supplementary Fig. S3D). 

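By the same test, 23 genes were called with both shRNAs and with SnxB, and 18 with the replicate number as a block. Of the 23 genes, 11 changed in the same direction in the 3 comparisons: 5 rose and 6 fell. Another 10 rose with SnxB and fell with both shRNAs, and 2 fell with SnxB and rose with both. Thbs2 (ENSMUSG00000023885.8) was the most strongly changed by the shRNAs among the genes the paper lists as common, with a log2 fold change of 5.06 (standard error 0.11) with shCdk8-1, 4.71 (standard error 0.112) with shCdk8-2 and 1.05 (standard error 0.161, adjusted p = 9e-04) with SnxB. Ccl7 (ENSMUSG00000035373.2) changed in opposite directions: its log2 fold change was -1.81 with shCdk8-1, -1.53 with shCdk8-2 and 1.33 with SnxB (adjusted p = 4.53e-08). The number of common genes was sensitive to the test: DESeq2 gave 14, and edgeR's glmTreat, which tests against a 2-fold change, gave 0, with 13 at an unadjusted p under 0.05.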

Differentially regulated genes between cntrl and shCdk8 cells included metastasis-related genes. 

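Snai2 (ENSMUSG00000022676.6) lies on chromosome 16 of GRCm38 from 14705852 to 14709395 and was expressed at 1.69 ± 0.142 CPM (SD, n = 3) in cntrl cells, which is 26 to 38 counts per library. It fell to 0.254 ± 0.0909 CPM (SD, n = 3) in shCdk8-2 cells, a log2 fold change of -2.67 (standard error 0.341, adjusted p = 5.35e-06 from edgeR's quasi-likelihood test). In shCdk8-1 cells no library held more than 3 counts of Snai2, so that its level there was at least 10.8-fold lower (adjusted p = 4.33e-07). Mmp9 (ENSMUSG00000017737.2), on chromosome 2 from 164940780 to 164955850, fell from 9.93 ± 0.569 CPM (SD, n = 3) to 1.13 ± 0.218 CPM with shCdk8-1 and 4.22 ± 0.869 CPM with shCdk8-2. Its log2 fold changes were -3.13 (standard error 0.16, adjusted p = 8.34e-11) and -1.24 (standard error 0.122, adjusted p = 2.88e-07). Between the shRNA lines, Mmp9 was higher in shCdk8-2 cells (log2 fold change 1.89, adjusted p = 2.95e-06). Ccl2 (ENSMUSG00000035385.5), on chromosome 11 from 82035571 to 82037453, was 63.5 ± 4.35 CPM (SD, n = 3) in cntrl cells. Its log2 fold change was -2.00 with shCdk8-1 (standard error 0.0805, adjusted p = 4.6e-12) and -1.48 with shCdk8-2 (standard error 0.0765, adjusted p = 1.47e-10). Under the replicate block, the highest adjusted p among these comparisons of Snai2, Mmp9 and Ccl2 was 2.59e-05, for Snai2 with shCdk8-2.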

We validated the downregulation of snail family transcriptional repressor 2 (*Snai2)*, matrix metalloproteinase-9 (*Mmp9)*, and chemokine (C-C motif) ligand 2 (*Ccl2*) in shCdk8 compared to cntrl cells, while expression of these genes was unaltered upon SnxB treatment (Fig. 2B). Besides qPCR in cell lines, we validated the altered expression of *Snai2* and *Mmp9* in cells derived from primary tumors (Supplementary Fig. S4A). Thus, we conclude that CDK8 is a crucial driver of metastasis in TNBC.

**Fig. 2:**
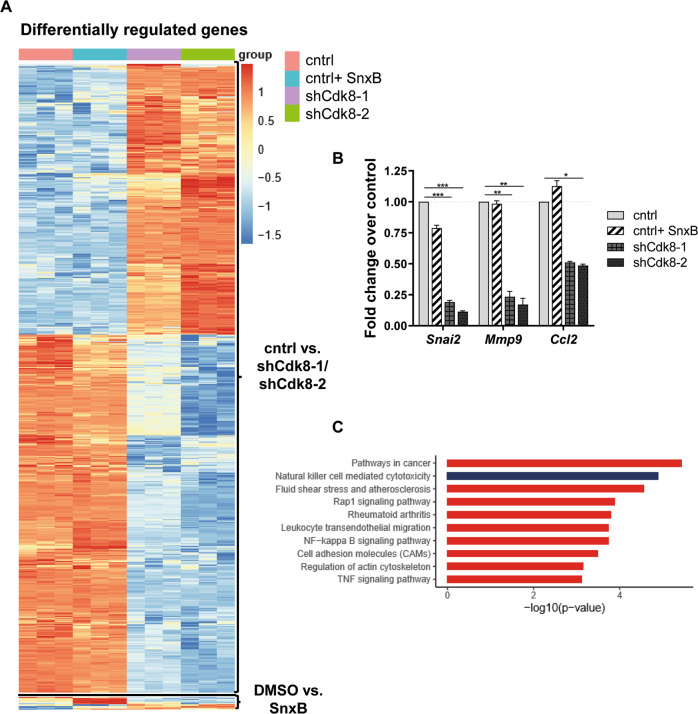
Loss of CDK8 regulates metastasis-related genes. **A** Heatmap of differentially expressed genes between untreated E0771 control or Senexin B (SnxB)-treated cells and shCdk8-1 or shCdk8-2 cell lines (RNA sequencing data; *n* = 3 replicates). **B** Real-time quantitative PCR of RNA extracted from the different E0771 cell lines. Fold change expression of *Snai2*, *Mmp9*, and *Ccl2* over E0771 control, normalized to *Rplp0*. One out of two to three independent experiments with similar outcome is depicted. Bar graphs and error bars represent mean ± SEM of technical triplicates. **C** Pathway analysis of 887 genes found to be differentially regulated by both CDK8-targeting shRNAs compared to control (overlap of cntrl vs. shCdk8-1 and cntrl vs. shCdk8-2) using KEGG pathway analysis.

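Over the genes tested, the correlation of log2 CPM between libraries of the same group in DMSO was at least 0.997. Libraries of cntrl cells in DMSO and in SnxB correlated at 0.996 to 0.997. The cntrl and shCdk8-1 libraries in DMSO correlated at 0.967 to 0.969, and the cntrl and shCdk8-2 libraries at 0.975 to 0.977. The shCdk8-1 and shCdk8-2 libraries in DMSO were closer to each other than to cntrl, at 0.993 to 0.995. These are correlations across genes, which are not independent replicates.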

### CDK8 knockdown enhances NK-cell-mediated killing of TNBC cells in vitro

We used KEGG to identify pathways deregulated by CDK8 knockdown, which revealed “Natural killer cell-mediated cytotoxicity” among the top hits (Fig. 2C). This included 19 deregulated genes (7 genes upregulated, 12 genes downregulated) upon CDK8 knockdown, which was not mimicked by CDK8/CDK19 kinase inhibition upon SnxB treatment (Fig. 3A). 

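The pathway step itself was not repeated here, since no pathway annotation was used; the 19 genes are those of Fig. 3A. All 19 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with both shRNAs, 7 upward and 12 downward, as the figure shows them. With the 2-fold threshold, 15 of the 19 were called with both shRNAs, 6 upregulated and 9 downregulated. The other 4 missed the threshold with 1 shRNA each: H2-K1 (log2 fold change -0.86), Nfatc2 (0.89) and Shc4 (-0.96) with shCdk8-1, and Cd274 with shCdk8-2. Syk (ENSMUSG00000021457.14), on chromosome 13 of GRCm38 from 52583173 to 52648792, had at most 1 count in any cntrl library in DMSO and was at least 71.9-fold higher in shCdk8-1 cells and at least 39.8-fold higher in shCdk8-2 cells. Vav1 (ENSMUSG00000034116.17), on chromosome 17 from 57279100 to 57328031, fell from 7.77 ± 0.268 CPM (SD, n = 3) to 0.239 ± 0.0704 CPM (SD, n = 3) in shCdk8-2 cells and was at least 49.8-fold lower in shCdk8-1 cells. Icam1 (ENSMUSG00000037405.8) rose by a log2 fold change of 1.18 (standard error 0.189, adjusted p = 4.98e-05) with shCdk8-1 and 2.16 (standard error 0.167, adjusted p = 1.71e-08) with shCdk8-2. Raet1d (ENSMUSG00000078452.10) changed by -1.43 and -1.22 (adjusted p = 1.39e-11 and 1.18e-10); its exons overlap the locus of Raet1e, and reads that fell on both genes were not counted. Klra4 also belongs to a family of near-identical genes.
With SnxB, 0 of the 19 genes were called, and 10 had an unadjusted p under 0.05. At the adjusted p alone 2 passed, Lcp2 (log2 fold change 0.72, adjusted p = 0.00129) and Itgb2 (-0.47, adjusted p = 0.0037), and 3 passed when p-values were adjusted over the 19 genes. Lcp2, Ptk2b (log2 fold change 0.12) and Prkcb (0.02) rose with SnxB and fell with both shRNAs. The other genes of the list changed with SnxB in the direction of the shRNAs, and of these only Itgb2 passed the adjusted p. The SnxB and shRNA comparisons share the cntrl libraries in DMSO, so this agreement cannot show a common effect. The largest SnxB change was that of Tnfsf10 (log2 fold change 1.22, standard error 0.474, adjusted p = 0.17), at a mean of 0.775 CPM over the 12 libraries, and Cd244a (1.00, adjusted p = 0.0501) came next.

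**Figure D3:**
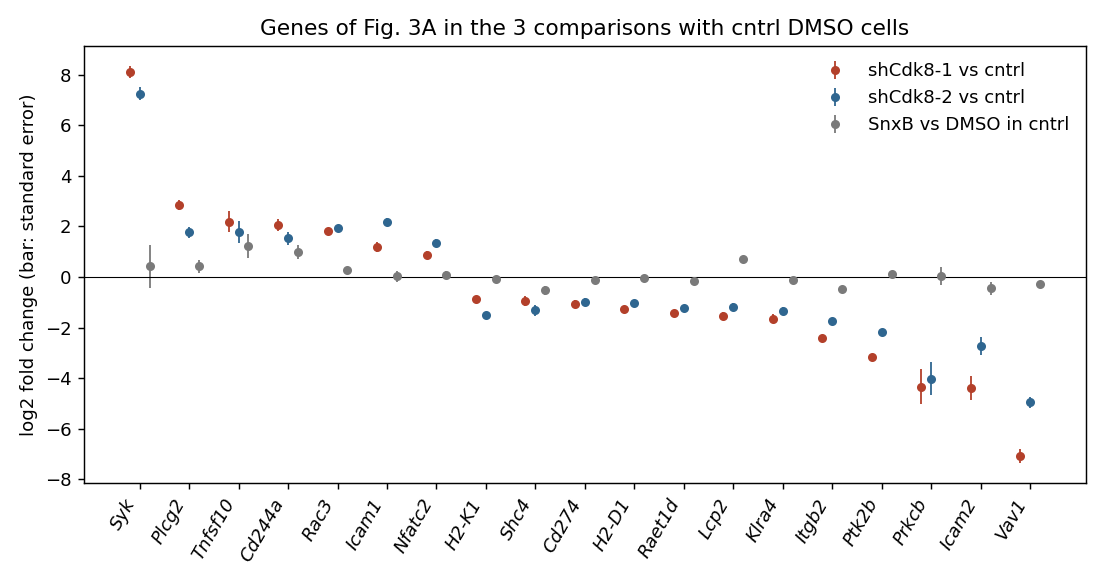
log2 fold change (y axis; bars are standard errors) of the 19 genes of Fig. 3A (x axis) in the 3 comparisons with cntrl cells in DMSO: shCdk8-1 (red), shCdk8-2 (blue) and SnxB (gray). The shRNA points lie on the same side of 0 for each gene, and the SnxB points lie between -0.53 (Shc4) and 1.22 (Tnfsf10).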

NK cells are innate lymphoid cells that have been implicated in preventing metastatic outgrowth [11, 23–25]. NK-cell activity is regulated by activating and inhibitory ligands on the surface of target cells [26, 27]. Self-major histocompatibility complex (MHC) class I molecules represent the most important inhibitory ligands that allow the discrimination of “self” and “missing self” [28]. CDK8 loss was associated with reduced expression of the MHC I genes H2-K1 and H2-D1 (Fig. 3A), which was validated by flow cytometry (Fig. 3B). 

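H2-K1 (ENSMUSG00000061232.15) lies on chromosome 17 of GRCm38 from 33996017 to 34000333. Its mRNA was 107 ± 1.69 CPM (SD, n = 3) in cntrl cells, 58.9 ± 2.98 CPM (SD, n = 3) in shCdk8-1 cells and 38.3 ± 1.92 CPM (SD, n = 3) in shCdk8-2 cells. In edgeR's quasi-likelihood test the adjusted p was 9.08e-11 for shCdk8-1 and 3.49e-13 for shCdk8-2, where the log2 fold change was -1.49. H2-D1 (ENSMUSG00000073411.11), on chromosome 17 from 35262730 to 35267499, fell from 601 ± 11.3 CPM (SD, n = 3) to 250 ± 2.64 CPM (SD, n = 3) with shCdk8-1 and 297 ± 2.88 CPM (SD, n = 3) with shCdk8-2. Its log2 fold changes were -1.26 (standard error 0.0308, adjusted p = 1.09e-14) and -1.02 (standard error 0.0305, adjusted p = 2.34e-13). The lines differed from each other in opposite ways: shCdk8-2 cells held less H2-K1 than shCdk8-1 cells (log2 fold change -0.62, adjusted p = 2.09e-07) and more H2-D1 (0.25, adjusted p = 3.29e-05). With SnxB, neither H2-K1 (-0.09, adjusted p = 0.258) nor H2-D1 (-0.04, adjusted p = 0.582) passed the test. The genes are similar in sequence, and reads that mapped to several places were not counted, so that part of the signal of each may be missing. The size of such a loss was not measured. Under the replicate block the adjusted p for H2-K1 was 4.6e-09 with shCdk8-1 and 4.99e-11 with shCdk8-2, and for H2-D1 2.84e-12 and 3.43e-11.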

We also confirmed the reduced protein levels of the activating natural killer group 2 member D (NKG2D) ligand ribonucleic acid export 1 (RAE1) and upregulation of the intercellular adhesion molecule 1 (ICAM-1) in CDK8-deficient cells by flow cytometry (Fig. 3C, D). No changes in MHC I and RAE1 expression were detected upon SnxB treatment (Supplementary Fig. S4B). 

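Cd274 (ENSMUSG00000016496.7) lies on the plus strand of chromosome 19 of GRCm38 from 29367455 to 29388095. Its counts in cntrl libraries were 81, 114 and 117, which is 5.61 ± 0.597 CPM (SD, n = 3). In shCdk8-1 libraries they were 70, 44 and 44, or 2.67 ± 0.525 CPM (SD, n = 3), and in shCdk8-2 libraries 62, 68 and 45, or 2.85 ± 0.524 CPM (SD, n = 3). Each shCdk8 library lay below each cntrl library in CPM. In cntrl cells with SnxB the level was 5.16 ± 0.281 CPM (SD, n = 3), and its libraries overlapped those of cntrl cells in DMSO.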

Our transcriptome analysis of CDK8-deficient E0771 cells also revealed diminished expression of *Cd274*, encoding for PD-L1—a ligand of PD-1 and an important immune checkpoint protein. We confirmed the reduced expression of PD-L1 on protein level upon loss of CDK8 in E0771 cells (Fig. 3E).

**Fig. 3:**
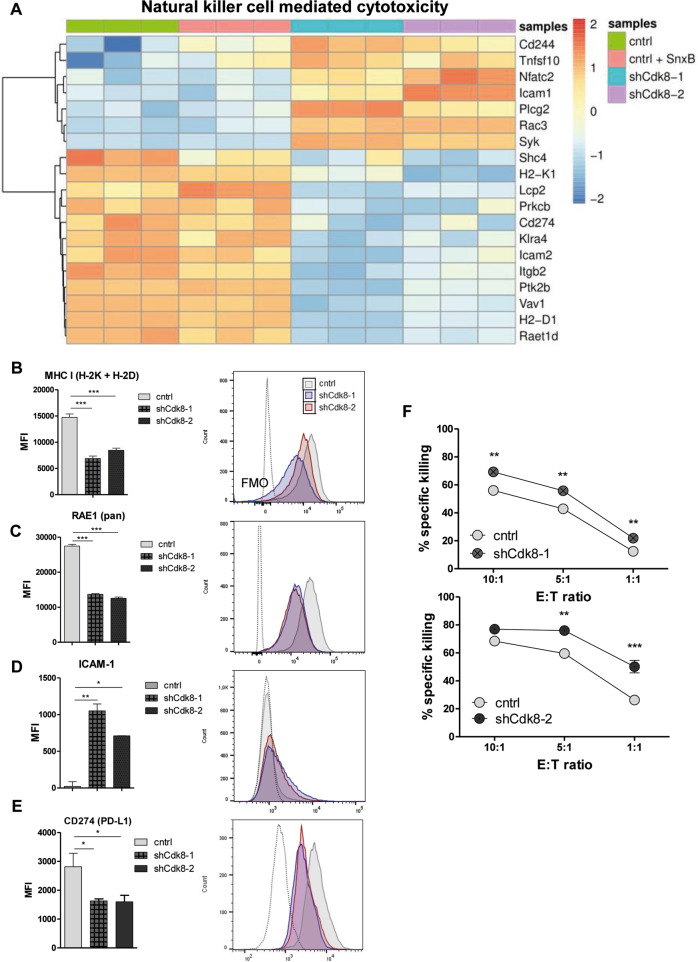
Loss of CDK8 enhances TNBC’s visibility to NK cells. **A** Heatmap of differentially expressed genes between untreated or Senexin B-treated E0771 control cells and shCdk8-1 or shCdk8-2 cell lines in the KEGG pathway “Natural killer cell-mediated cytotoxicity” (RNA sequencing data; *n* = 3 replicates). **B**–**E** Median fluorescence intensity (MFI) and representative histograms of (**B**) MHC I (H-2K + H-2D), (**C**) RAE1 (pan), (**D**) ICAM-1, and (**E**) CD274 (PD-L1) expression of E0771 control, shCdk8-1, and shCdk8-2 cells; expression levels of NK ligands were analyzed by flow cytometry. Bar graphs represent technical triplicates (mean ± SEM). **F** IL-2-expanded C57BL/6 NK cells were incubated for 4 h with CFSE-labeled E0771 control or shCdk8-1/shCdk8-2 tumor cells in effector:target (E:T) ratio of 10:1, 5:1, and 1:1. The specific killing was assessed by flow cytometry. One representative experiment out of two to three independent experiments is shown. Symbols and error bars represent mean ± SEM of technical duplicates.

These data point to CDK8 as a regulator of NK-cell-mediated recognition of TNBC cells. We thus performed in vitro cytotoxicity assays with IL-2-expanded splenic NK cells. E0771 cell lines were more susceptible to NK-cell-mediated cytotoxicity upon CDK8 knockdown (Fig. 3F), whereas no changes in NK-cell-mediated killing of E0771 cells were detected upon CDK8/CDK19 kinase inhibition, as observed by treating E0771 cell lines with SnxB for 48 h (Supplementary Fig. S4C). This led us to conclude that CDK8 in TNBC cells blocks NK-cell-mediated tumor recognition in a kinase-independent manner.

### Loss of CDK8 in TNBC increases NK-cell-mediated tumor surveillance in vivo

To address the relevance of CDK8 in NK-cell-mediated recognition in an in vivo setting, we orthotopically injected CDK8-deficient and wild-type tumor cells into recombination activating gene 2 knockout (*Rag2*^*−/−*^) mice that rely on NK cells for tumor surveillance but lack T and B cells (Fig. 4A). Primary tumor growth was significantly delayed in mice transplanted with CDK8-knockdown cells (Fig. 4B), indicating an enhanced NK-cell-mediated tumor surveillance of the primary tumor. Surgical removal of the primary tumor was consistently performed at a tumor size of 75 mm^2^ (Fig. 4A), and the persistent knockdown of CDK8 was confirmed (Supplementary Fig. S5A). Tumor weight (Supplementary Fig. S5B) and the numbers of tumor-infiltrating NK cells (Fig. 4C) were comparable at the day of operation. In contrast to *Rag2*^*−/−*^*yc*^*−/−*^ mice, no re-growing of the tumors post-surgery at the site of injection was observed in *Rag2*^*−/−*^ mice (Supplementary Fig. S5C).

**Fig. 4:**
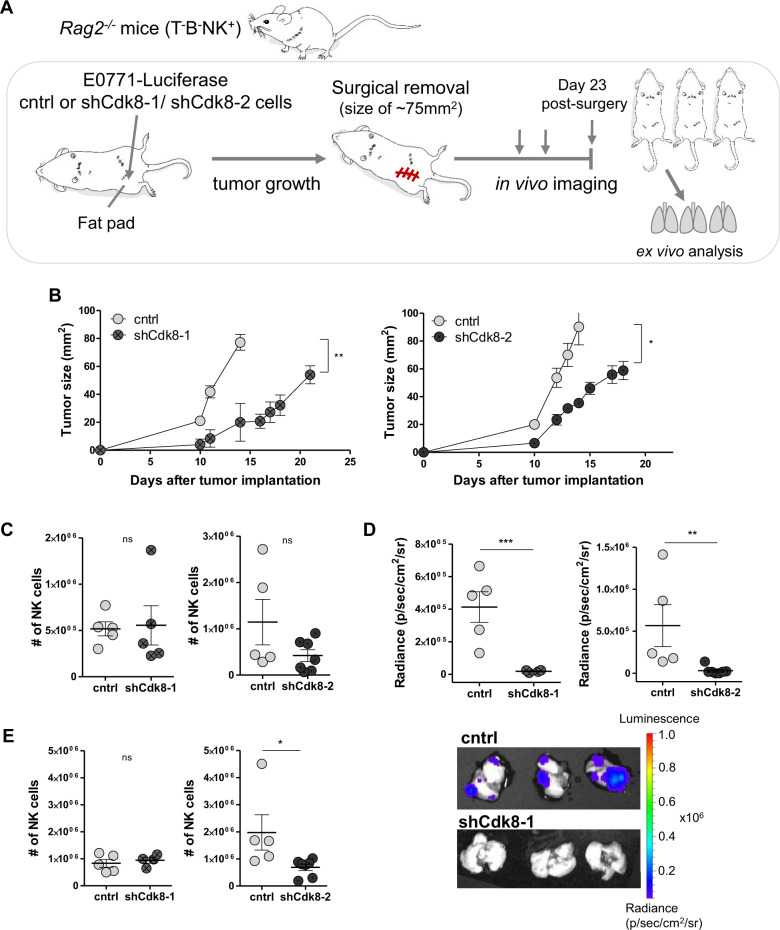
Loss of CDK8 in TNBC enhances NK-cell-mediated tumor surveillance. **A** Experimental setup of data shown in (**B**–**E**). *Rag2*^*−/−*^ mice were orthotopically transplanted with E0771 control, shCdk8-1, or shCdk8-2 cells (in independent experiments) and monitored for primary tumor growth. Tumors were surgically removed and regrowth and distant metastasis formation of tumor cells was monitored with in vivo imaging. **B** In vivo primary tumor growth for control vs. shCdk8-1 or shCdk8-2 E0771 cells in the left and right panel, respectively. **C** Total infiltrating NK-cell numbers (CD45^+^NK1.1^+^NKp46^+^) of digested primary tumors at day of surgery. **D** Radiance signals of lungs ex vivo measured by an in vivo-imaging system and representative pictures of lungs (lower panel) at the end of the experiment (day 23 post surgery). **E** Total numbers of infiltrating NK cells (CD45^+^NK1.1^+^NKp46^+^) of lung lysates were assessed. Symbols and error bars represent mean ± SEM (*n* = 4–9 mice per group).

At day 23 post surgery, all mice were imaged, sacrificed, and analyzed for lung metastasis (Fig. 4A). In line with a role of NK cells in recognizing TNBC cells, radiance signals as a readout for lung metastasis were generally lower in *Rag2*^*−/−*^ compared to *Rag2*^*−/−*^*yc*^*−/−*^ mice (Supplementary Fig. S5D). These data confirm that NK cells are able to recognize and eliminate the metastatic spread of TNBC cells. The knockdown of CDK8 enhanced this effect; lung metastasis in *Rag2*^*−/−*^ mice were almost absent upon transplantation with CDK8-knockdown tumors (Fig. 4D). The numbers of infiltrating NK cells were comparable between lungs of shCdk8–1 knockdown and control transplanted mice; however, there was a significant decrease in NK-cell numbers in the lungs of mice transplanted with shCdk8–2 knockdown cells (Fig. 4E). In line with the altered metastasis formation, we found that the lung weights were elevated in control mice, yet not reaching significance (Supplementary Fig. S5E).

To confirm that NK cells are the key players for tumor control of CDK8-deficient E0771 cells in *Rag2*^*−/−*^ mice, we performed depletion experiments using an αNK1.1 antibody. Mice were treated three times with the depletion antibody prior to tumor-cell implantation and subsequently treated twice a week (Fig. 5A). The successful depletion of CD3^−^NKp46^+^ cells was confirmed (Supplementary Fig. S5F). Again, in the control setting, CDK8-knockdown tumors grew significantly slower in *Rag2*-deficient mice. This difference was lost upon depletion of NK cells (Fig. 5B, C), unequivocally assigning the differences to NK-cell-mediated tumor surveillance.

**Fig. 5:**
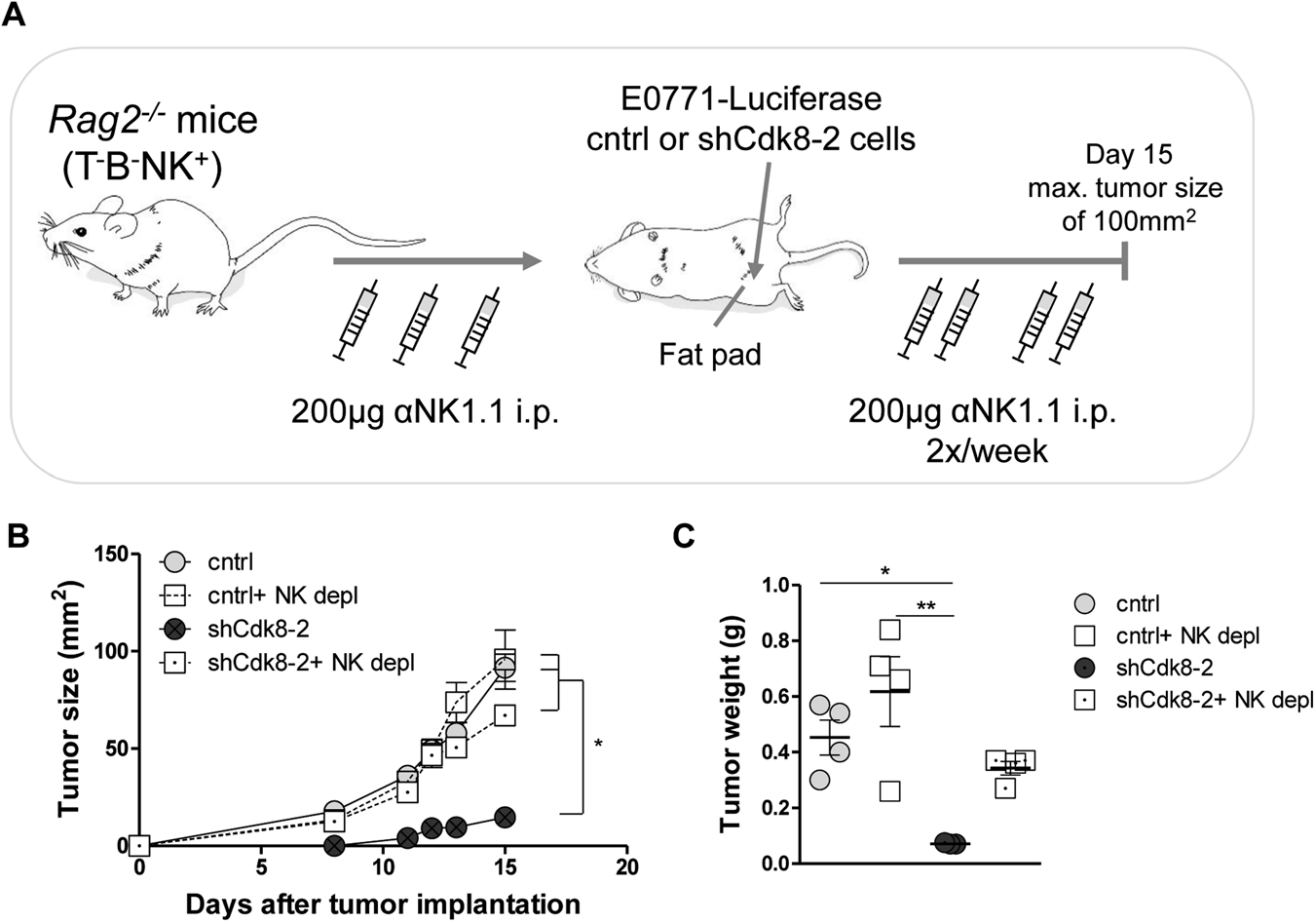
NK-cell depletion allows outgrowth of CDK8-deficient TNBC tumor cells. **A** Experimental setup of data shown in (**B**, **C**). *Rag2*^*−/−*^ mice were NK-cell depleted by i.p. injections of an αNK1.1 antibody (200 µg/mouse), three times prior to implantation of E0771 control or shCdk8-2 cells and subsequently twice per week. **B** Primary tumor growth of control vs. shCdk8-2 E0771 cells, of mice treated with αNK1.1 antibody (PBS injection served as control). Symbols and error bars represent tumor size (mm^2^) in mean ± SEM. **C** Tumor weight of mice at day 15 after tumor implantation at the endpoint of the experiment ±SEM (*n* = 4 mice per group).

In summary, these data define a role of tumor-cell-intrinsic CDK8 as an immune checkpoint controlling NK-cell-mediated tumor recognition. Expression of CDK8 in E0771 cells facilitates evasion from NK-cell surveillance, validating the RNA-seq-based pathway analysis.

### CDK8 contributes to IFNγ-induced PD-L1 expression

The inhibitory PD-1/PD-L1 axis has recently also been implicated in the regulation of NK-cell cytotoxicity besides its important effects on cytotoxic T cells [29–31]. 

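The log2 fold change of Cd274 against cntrl cells was -1.06 with shCdk8-1 (standard error 0.154, adjusted p = 1.8e-05 from edgeR's quasi-likelihood test) and -0.98 with shCdk8-2 (standard error 0.151, adjusted p = 3.82e-05). Its mRNA fell by 52.1% with shCdk8-1 and fell by 49.3% with shCdk8-2, so that it was past the paper's 2-fold threshold with shCdk8-1 and just under it with shCdk8-2. The shRNA lines did not differ from each other (log2 fold change 0.08, adjusted p = 0.783). With SnxB in cntrl cells, the log2 fold change was -0.13 (standard error 0.136, adjusted p = 0.697).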

RNA-seq data indicated that PD-L1 (*Cd274*) expression is significantly impaired in E0771 cells upon CDK8 knockdown. We validated this finding on protein level by flow cytometry analysis (Fig. 3E). PD-L1 is regulated by interferon-γ (IFNγ) signaling and displays interferon regulatory factor 1 (IRF1) binding at its promoter, as described in melanoma cells and other cancer entities [32]. As CDK8 has been reported to act downstream of IFNγ, we stimulated E0771 cell lines with 100 U/ml IFNγ for 48 h and analyzed PD-L1 surface levels. E0771 cells significantly induced PD-L1 levels upon IFNγ treatment, which is impaired in E0771 shCdk8–1 and shCdk8–2 knockdown cells (Fig. 6A). These data suggest that regulation of PD-L1 by CDK8 might partially involve the IFNγ signaling pathway.

**Fig. 6:**
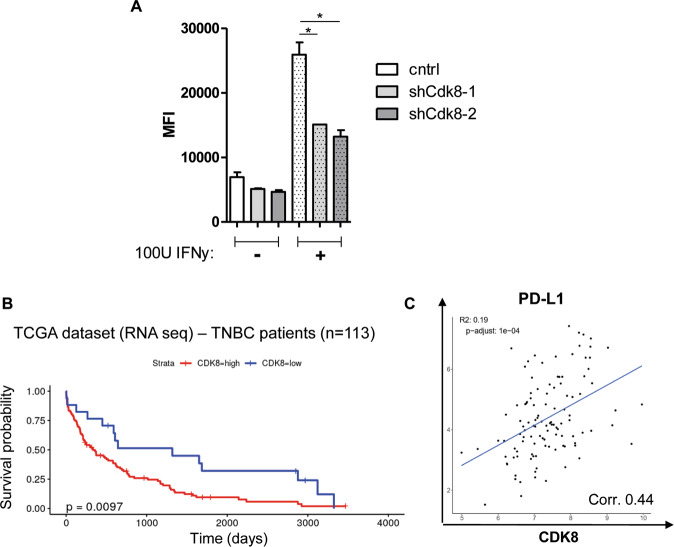
CDK8 correlates with poor prognosis and with PD-L1 expression in a human dataset. **A** Median fluorescence intensity (MFI) of PD-L1 expression of E0771 control, shCdk8-1, and shCdk8-2 cells, cultivated with or without 100 U/ml IFNγ for 48 h (indicated by “−” and “+” on the bottom of the graph); analyzed by flow cytometry. One representative experiment out of two is shown. Symbols and error bars represent mean ± SEM of technical duplicates. **B**, **C** Patient data from the TCGA database were sub-grouped in TNBC patients (*n* = 113) and analyzed for (**B**) overall survival comparing CDK8-high- and CDK8-low-expressing patients and (**C**) correlation between CDK8 and PD-L1 expression in this human dataset of TNBC patients.

### CDK8 correlates with PD-L1 expression and survival in TNBC patients

To explore the human relevance of our findings, we analyzed publicly available data from large cohorts of breast cancer patients sub-filtered for TNBC patients (*n* = 113; The Cancer Genome Atlas (TCGA) RNA sequencing data). In accordance with previous studies, focusing on breast cancer patients with molecular subtypes luminal A and B, basal, and HER2^+^ [5], we extended the link of CDK8 expression to overall survival to a selected TNBC patient cohort (Fig. 6B). Analysis of correlations of CDK8 with genes identified by RNA sequencing of E0771 cells showed a significant association of CDK8 with PD-L1 in TNBC patients (Fig. 6C). These findings support the detrimental role of CDK8 in TNBC patients and link it to PD-L1 levels as potential immune evasion mechanism.

## Discussion

We here describe a role of CDK8 in controlling metastatic properties of TNBC cells and driving NK-cell immune evasion (Fig. 7). Whereas CDK8 is not required for cell proliferation or cell survival of TNBC, CDK8 promotes regrowth of primary tumors and subsequently the metastatic spread of TNBC cells in a murine orthotopic breast cancer model.

**Fig. 7:**
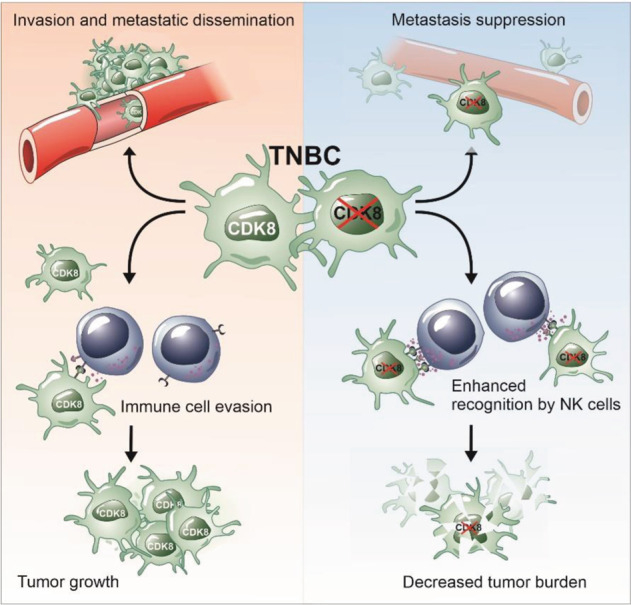
CDK8 controls metastatic properties of TNBC cells and drives NK-cell immune evasion. CDK8 in TNBC drives invasion and metastatic dissemination of tumor cells and immune evasion (left box). Loss of CDK8 in tumor cells on the one hand, dampens invasiveness and pro-metastatic behavior of tumor cells and on the other hand, enhances recognition by NK cells, thereby decreasing tumor burden (right box).

CDK8 has been implicated in the regulation of EMT in pancreatic, ovarian, and HER2-enriched breast cancer cell lines [20, 33] and promotes metastasis of colon cancer [34]. We confirmed the CDK8-dependent regulation of EMT markers such as *Snai2* in TNBC cells. Besides, CDK8 drives the expression of matrix metalloproteinase *Mmp9*, which contributes to the invasive character of several cancer cell types [34–36] and regulates *Ccl2* in TNBC cells, which has been found overexpressed in invasive breast cancers and is suggested to support metastasis [37–39]. Taken together, CDK8 drives a pro-metastatic program in TNBC.

Serrao et al. [20] reported reduced EMT upon CDK8/CDK19 kinase inhibition in a murine breast cancer model using Py2T cells, mimicking HER2-enriched breast cancer [40]. Our study shows opposing results as we failed to detect any deregulation of the EMT-associated transcription factors *Snai2*, as well as *Mmp9* or *Ccl2* upon CDK8/CDK19 kinase inhibition, indicating a kinase-independent regulation.

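With SnxB in cntrl cells, the log2 fold change of Snai2 was -0.51 (standard error 0.249, adjusted p = 0.296 from edgeR's quasi-likelihood test), that of Mmp9 was -0.06 (standard error 0.107, adjusted p = 0.83) and that of Ccl2 was 0.14 (standard error 0.0696, adjusted p = 0.311). Under the replicate block the adjusted p was 0.336 for Snai2, 0.851 for Mmp9 and 0.22 for Ccl2. Snai2 had 18 to 27 counts in the SnxB libraries, and its standard error means that a change of this size was not detectable at this depth. Each SnxB library held less Snai2 (0.919 to 1.41 CPM) than each cntrl library in DMSO (1.6 to 1.85 CPM), so a lower level is not excluded. The leave-one-out range was -0.64 to -0.35 for Snai2, -0.10 to -0.01 for Mmp9 and 0.08 to 0.20 for Ccl2. Set directly against cntrl cells in SnxB, shCdk8-1 cells in DMSO held at least 7.63-fold lower levels of Snai2 (adjusted p = 4.18e-06), and less Mmp9 (log2 fold change -3.07, adjusted p = 1.06e-10) and Ccl2 (-2.14, adjusted p = 1.71e-12). For shCdk8-2 cells in DMSO the values were -2.17 for Snai2 (adjusted p = 8.96e-05), -1.18 for Mmp9 (adjusted p = 5e-07) and -1.62 for Ccl2 (adjusted p = 4.48e-11).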

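At an adjusted p under 0.05 from edgeR's quasi-likelihood test, the changes with SnxB were fewer and also smaller than those with the shRNAs. The median size of the log2 fold change among genes past that adjusted p was 0.409 with shCdk8-1, 0.381 with shCdk8-2 and 0.269 with SnxB. Of the genes deregulated with both shRNAs, 959 changed by less than 1.5-fold with SnxB, and 140 had an adjusted p under 0.05 with SnxB. In 96 of these 140 genes, SnxB moved expression in the direction of the shRNAs. The SnxB and shRNA comparisons share the cntrl libraries in DMSO, and an error in those libraries would move both the same way. This share therefore cannot show a common effect.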

In accordance, our global RNA-seq approach identified 887 CDK8-specific genes deregulated upon CDK8 knockdown in E0771 cell lines while only 25 genes were differentially expressed upon CDK8/CDK19 kinase inhibition. This further emphasizes that in TNBC, CDK8 controls several transcriptional programs in a kinase-independent manner. 

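The shRNA lines in DMSO were also set directly against cntrl cells in SnxB. A difference between the lines that arose for another reason than the knockdown would count here too. This comparison therefore cannot by itself show that the knockdown and the inhibitor act differently. By edgeR's quasi-likelihood test and the 2-fold threshold, 1536 genes differed for shCdk8-1 (644 higher and 892 lower) and 1330 for shCdk8-2 (607 higher and 723 lower). For shCdk8-2 the balance depended on the scaling, with 667 higher and 662 lower under library totals in place of TMM. With the replicate number as a block the counts were 1529 and 1320. The correlation of same-numbered libraries' deviations was -0.078 and -0.071 in these comparisons. The paper concludes that CDK8 controls several transcriptional programs in these cells without its kinase activity. It takes the many genes changed by the knockdowns and the few changed by the inhibitor as further evidence, beside its qPCR of Snai2, Mmp9 and Ccl2 under SnxB.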

The close CDK8 paralog CDK19 cannot compensate for the loss of CDK8, suggesting that CDK8 and CDK19 have non-redundant roles in TNBC. This is also evidenced by others that assign mechanistically distinct functions to CDK8 and CDK19 [41, 42].

RNA sequencing of TNBC cells also uncovered modulators of NK-cell cytotoxicity as a major CDK8-dependent pathway. 

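Of the 19 NK-related genes in Fig. 3A, 16 passed the adjusted p and the 2-fold threshold with shCdk8-1 and 18 with shCdk8-2. When p-values from edgeR's quasi-likelihood test were adjusted over these genes alone, 19 passed with either shRNA; since the list is the paper's own selection from the same libraries, this shows no stability. The threshold mattered most: with glmTreat, which tests against a 2-fold change, 9 of the genes were called with both shRNAs.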

Enhanced NK-cell-mediated killing of CDK8-deficient murine TNBC cells was demonstrated in vitro and confirmed in an in vivo setting using NK-cell depletion. Our experiments further demonstrate that NK cells, in principle, possess the ability to control primary tumor growth in breast cancer, but that NK-cell-mediated tumor surveillance is blocked by the presence of CDK8 in E0771 tumor cells. When CDK8 is present, breast cancer cells are not killed by NK cells and escape tumor surveillance. This might explain why several reports show that NK cells control breast cancer metastasis, but have no impact on the growth of the primary tumor [11, 13, 23, 43]. Our data now shed new light on the role of NK cells in the control of the primary tumor growth. Loss of CDK8 allows to overcome immune evasion programs that counteract NK-cell-mediated recognition of the primary tumor.

As we observed equal numbers of tumor-infiltrating NK cells in cntrl and shCdk8 tumor-bearing mice, we exclude that the enhanced surveillance is explained by a quantitative difference in NK cells. We rather hypothesize that CDK8 interferes with NK-cell-mediated tumor surveillance by regulating distinct checkpoints within TNBC cells as our transcriptome analysis revealed differential expression of crucial NK-cell-receptor ligands including the immune checkpoint protein PD-L1.

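In the RNA-seq data, the log2 fold change of Cd274 stayed between -1.24 and -0.95 for shCdk8-1 and between -1.13 and -0.88 for shCdk8-2 when each library was left out in turn. With shCdk8-1 it was under the 2-fold threshold in 2 of these 6 fits, and with shCdk8-2 it was past the threshold in 2 of 6. With the replicate number as a block in edgeR's model, the adjusted p was 9.13e-05 for shCdk8-1 and 0.00017 for shCdk8-2.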

PD-L1 expression was significantly reduced on the transcriptional and translational level in E0771 cell lines lacking CDK8, identifying a new promising CDK8–PD-L1 axis in TNBC cells. PD-L1 (CD274) is a PD-1 ligand that is significantly higher expressed in TNBC compared to non-TNBC patients [2, 44]. Additionally, Phase 3 clinical trials combining chemotherapy with atezolizumab, a PD-L1 targeted antibody treatment, are promising and have given the largest overall survival benefit ever seen in patients with advanced or metastatic TNBC [45].

The consequences of PD-1 signaling for NK cells are incompletely understood, albeit there is accumulating evidence that in addition to T cells, NK cells contribute to the promising antitumor effects of PD-1/PD-L1 checkpoint inhibitors [29, 30, 46, 47]. Accordingly, we hypothesize that significantly lower levels of PD-L1 in Cdk8-knockdown cell lines are in part responsible for eliciting a stronger NK-cell-mediated antitumor response. Although a study [48] described only minimal PD-1 expression in mouse and human NK cells, we observe significant PD-1 expression on tumor-infiltrating NK cells in our model (data not shown). Our data are also supported by a positive correlation of CDK8 and PD-L1 in a dataset of human TNBC patients.

NK-cell cytotoxicity is the result of multiple influences of activating and inhibitory ligands. Thus, we believe that the reduced expression of MHC class I and NKG2D ligands, as well as the increased ICAM-1 expression contribute to the molecular mechanisms how CDK8 drives immune evasion. Low MHC class I levels point to enhanced missing self-recognition [28]. ICAM-1 is an adhesion molecule that binds LFA-1 on NK cells and contributes to the formation of the NK-cell cytotoxic immunological synapse, and thereby induces the cytotoxic activity in NK cells [49]. Although NKG2D is an activating receptor, an upregulation of NKG2D ligands has been reported to occur during EMT in colorectal cancer [50], and high levels of NKG2D ligands are associated with poor prognosis in breast cancer [51].

Comparable to the kinase-independent role of CDK8 in EMT, enhanced NK-cell-mediated recognition and elimination of E0771 cells was not recapitulated upon inhibitor treatment of the tumor cells. This also indicates a kinase-independent function of CDK8 in immune cell evasion of TNBC. Additionally, kinase-independent effects of CDK8 have also been previously described in melanoma cells and hematologic malignancies [16, 52, 53], while the effect of CDK8 on ER^+^ breast cancer progression is kinase dependent [17]. Thus, CDK8 clearly has divergent roles in different cancer entities.

In summary, we here identify CDK8 as a novel driver of immune evasion and demonstrate that targeting CDK8 in TNBC has therapeutic potential. Targeting CDK8 may be beneficial through different aspects; first, by dampening the invasive and pro-metastatic behavior of the breast cancer cells, and, second, by preventing evasion from NK cells. On top, previous studies described a suppressive effect of NK-cell-intrinsic CDK8 on NK-cell activity by regulating the lytic molecule perforin [12, 13]. Thus, targeting CDK8 in cancer patients could prevent tumor progression and immune evasion while enhancing NK-cell cytotoxicity.

As our data suggest that tumor-intrinsic CDK8 controls NK-cell immune evasion in a kinase-independent manner, CDK8/CDK19 kinase inhibitors would not suffice to reach a clinical benefit. The generation of small-molecule compounds degrading CDK8 could be a promising alternative for TNBC therapy. We believe that our data provide important mechanistic insights and pave the way for potential new options in the treatment of this fatal disease.

## Materials and methods

### Mice and cell lines

*Rag2*^*−/−*^*yc*^*−/−*^ (C.Cg-Rag2^tm1Fwa^-Il2rg^tm1Wji^) [54], *Rag2*^*−/−*^ [55], and C57BL/6J mice were in-house bred. All animals were age and gender matched (female, 9–13 weeks) for experiments and maintained at the University of Veterinary Medicine Vienna under specific pathogen-free (SPF) conditions according to Federation for Laboratory Animal Science Associations (FELASA) guidelines (2014). The animal experiments were approved by the Ethics and Animal Welfare Committee of the University of Veterinary Medicine Vienna and granted by the National Authority (Austrian Federal Ministry of Science and Research) according to Section 8ff of Law for Animal Experiments under license BMWFW-68.205/0093-WF/V/3b/2015, and were conducted according to the guidelines of FELASA and ARRIVE.

The murine TNBC cell line E0771 [56] was kindly provided by Piotr Tymoszuk (Medical University of Innsbruck) and maintained in Dulbecco’s modified Eagle’s medium (DMEM; Sigma) supplemented with 10% FCS (Bio & Sell), 100 U/ml penicillin, 100 µg/ml streptomycin (Sigma), 50 µM β-mercaptoethanol (Sigma), and 0.02 M HEPES (Sigma). Cells were cultured at 37 °C with 5% CO_2_ and regularly tested for potential *mycoplasma* contamination. E0771 cells were lentivirally infected with a CMV-Firefly Luciferase construct with ~1 × 10^7^ IFU/ml (Amsbio) and positively selected with 0.75 µg/ml puromycin (InvivoGen).

Next, E0771-Luciferase cells were transduced with CDK8-targeting shRNAs or a control shRNA (Ren.713) in a retroviral LENC (pMSCV-IRES mCherry) vector [57]. Sequences of shRNAs: Ren.713 (control): TGCTGTTGACAGTGAGCGCAGGAATTATA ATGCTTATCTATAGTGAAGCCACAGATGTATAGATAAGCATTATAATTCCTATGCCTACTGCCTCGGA; shCdk8–1: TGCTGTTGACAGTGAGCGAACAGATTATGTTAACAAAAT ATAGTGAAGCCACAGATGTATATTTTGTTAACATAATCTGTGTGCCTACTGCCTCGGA; shCdk8–2: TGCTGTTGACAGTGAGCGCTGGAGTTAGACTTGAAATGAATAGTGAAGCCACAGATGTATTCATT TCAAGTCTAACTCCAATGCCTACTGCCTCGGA.

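The guide strand encoded by shCdk8-1, TATTTTGTTAACATAATCTGTG, matches Cdk8 over all of its 22 bases, on the plus strand of chromosome 5 of GRCm38 from 146302117 to 146302138. The guide of shCdk8-2, TTCATTTCAAGTCTAACTCCAA, matches over 22 bases from 146301880 to 146301901. Both sites lie in the 3′ UTR of Cdk8, in exon 13 of the protein-coding transcript ENSMUST00000031640.14. The transcript sequence around the shCdk8-1 site is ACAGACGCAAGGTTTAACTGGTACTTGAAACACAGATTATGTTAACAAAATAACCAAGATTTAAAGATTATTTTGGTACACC, and around the shCdk8-2 site it is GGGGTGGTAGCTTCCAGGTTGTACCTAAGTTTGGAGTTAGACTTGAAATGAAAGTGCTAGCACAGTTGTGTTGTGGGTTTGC. With at most 3 mismatches over 21 bases of the guide, 1 other gene among those tested, Abca4, had a site for shCdk8-1. Its expression was higher in shCdk8-1 cells (log2 fold change 1.28, adjusted p = 0.0224 from edgeR's quasi-likelihood test) and in shCdk8-2 cells (1.18, adjusted p = 0.0362).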

The Phoenix ecotropic (φNX Eco) packaging system was used to produce supernatant containing retroviral pseudoparticles. To increase the virus concentration, the Retro-X^TM^ Concentrator (Clontech) was utilized according to the manufacturer’s protocol. Phoenix cells were seeded 1 day before the transfection in 10 cm dishes and grown to 50–70% confluence. Plasmid DNA was diluted in DMEM containing 10 mM HEPES buffer pH 7.4 and Turbofect^®^ Transfection Reagent (Qiagen) was added, vortexed, and incubated for 15 min at room temperature before the transfection mix was added dropwise to the cells. After harvesting and concentrating the virus supernatant, polybrene (Sigma) was added and E0771 cells were infected. Cells were sorted on a BD FACS Aria III based on mCherry expression, and CDK8 deletion was verified by western blot analysis.

### In vivo tumor models, NK-cell depletion, and imaging

To start with, 2 × 10^5^ E0771 cells were injected into the 4th mammary fat pad of female *Rag2*^*−/−*^ or *Rag2*^*−/−*^*yc*^*−/−*^ mice, and tumor growth (length and width) was measured frequently using a caliper. At a tumor area of approximately 75 mm^2^, primary tumors were surgically removed. Starting 9 days after surgery, mice were live imaged using an IVIS Lumina S5 (Perkin Elmer) system. Mice were injected with 200 µl (3 mg) D-Luciferin Bioluminescent Substrate (Perkin Elmer) i.p., narcotized with 5% isoflurane, and continuously kept in 2% isoflurane throughout the imaging procedure. At day 15 post surgery (*Rag2*^*−/−*^*yc*^−/−^ mice) or day 23 post surgery (*Rag2*^*−/−*^ mice), experiments were terminated, mice were sacrificed, imaged, and lungs were additionally imaged ex vivo. Primary tumors and lungs were minced and digested using culture media containing 1 mg/ml collagenase D (Sigma/Roche) and 20 µg/ml DNAse I (Fisher Scientific), on a gentleMACS^TM^ Octo Dissociator (Milteny Biotec). Single-cell suspensions were replated on 10 cm dishes and used for western blot or mRNA pellets.

In vivo-imaging data were analyzed using Living Image Software V 4.7.4 (Perkin Elmer).

For NK-cell depletion experiments, *Rag2*^*−/−*^ mice were injected with 200 µg αNK1.1 (PK136) antibody i.p. two times per week, starting 1 week before tumor-cell inoculation. Tumor growth was measured over time, and twice a week mice were injected with αNK1.1 antibody until termination of the experiment. Successful NK-cell depletion was verified in the blood prior to tumor-cell implantation and was confirmed at the end of the experiment.

### NK-cell isolation, expansion, and cytotoxicity assay

NK cells were isolated from spleen single-cell suspensions using DX5-labeled MACS beads according to the manufacturer’s instructions (Miltenyi Biotec). NK cells were expanded in RPMI1640 complete medium supplemented with 5000 U/ml rhIL2 (Proleukin, Novartis) for 7 days. The purity was analyzed by flow cytometry and was 85–95% CD3^−^NK1.1^+^NKp46^+^ of all living cells.

For in vitro cytotoxicity assays, 7 days expanded NK cells were mixed at indicated effector:target ratios with carboxyfluorescein diacetate succinimidyl ester (CFSE, Molecular Probes, CellTrace CFSE Cell Proliferation Kit) labeled E0771 cells. The specific target cell lysis was assessed by flow cytometry as previously described [58].

### In vitro proliferation, flow cytometry, and cell sorting

To start with, 2 × 10^4^ E0771 cells were seeded in 6-well plates in triplicate for growth curves, and counted every 2 days by flow cytometry. Analysis of NK-cell ligands was performed by staining for ICAM-1, MHC class I, RAE1, and PD-L1. Analysis of apoptotic fractions was performed by staining with AnnexinV and 7-AAD in AnnexinV 10x Staining Buffer (ThermoFisher) according to the manufacturer’s protocol. Cell cycle staining was performed using propidium iodide (Sigma).

The following antibodies (clones) were purchased from: eBioscience/Invitrogen^TM^: CD3 (17A2), NK1.1 (PK136), NKp46 (29A1.4); BioLegend^®^: CD54/ICAM-1 (YN1/1.7.4), CD274/PD-L1 (10 F.9G2); BD Pharmigen^TM^: H-2K[b] and H-2D[b] MHC class I (28-8-6); and from R&D Systems: RAE-1 (205001).

Flow cytometry experiments were performed on a BD FACSCanto II (BD Bioscience) or CytoFLEX (Beckman Coulter) and analyzed using BD FACSDiva V8.0, FlowJo V10 software and CytExpert Software V2.3.1.22. Sorting of mCherry-expressing E0771 was performed on a BD FACSAria III (BD Bioscience).

### Western blot

Whole-cell extracts were lysed in RIPA buffer (50 mM Tris-HCL (pH 7.6), 150 mM NaCl, 1% NP-40, 0.25% sodium deoxycholate, 1 mM EDTA; 20 mM β-glycero-phosphate) including cOmplete protease inhibitor cocktail (Roche) or in SDS-sample buffer. Equal amounts of proteins were separated by SDS polyacrylamide gels and transferred to a PVDF blotting membrane (GE Life science). After blocking with 5% bovine serum albumin in pY-TBST buffer (10 mM Tris/HCl pH 7.4, 75 mM NaCl, 1 mM EDTA, 0.1% Tween-20), membranes were incubated with primary antibodies overnight at 4 °C. Immunoreactive bands were visualized after incubation with the secondary antibody and Clarity Western ECL Substrate (Bio-Rad) using the ChemiDoc^TM^ Touch (Bio-Rad) and analyzed by Image Lab software (BioRad). Antibodies against CDK8 (#4106), GAPDH (#5174), pSTAT1-S727 (#9177), tSTAT1 (#9172), rabbit IgG (HRP linked, #7074 S), and mouse IgG (HRP linked, #7076 S) were purchased from Cell Signaling Technology.

### RNA Isolation and qRT-PCR

Total RNA was isolated from stable E0771 cell lines or digested primary tumors of *Rag2*^*−/−*^*yc*^*−/−*^ mice. RNA was extracted using the RNeasy Mini Kit (Qiagen) or peqGOLD TriFast (VWR) according to the protocols of the manufacturer. Reverse transcription was performed using the iScript cDNA Synthesis Kit following the manufacturer’s instructions (Bio-Rad). All quantitative PCRs (qPCRs) were performed with Sso Advanced Universal SYBR Green Supermix (Bio-Rad) according to the instructions of the manufacturer. Expression of mRNA was normalized to *Rplp0* mRNA. The following primers were used: *Rplp0* fwd: GCTTTCTGGAGGGTGTCC, rev: GCTTCAGCTTTGGCAGGG; *Snai2* fwd: TGTGTCTGCAAGATCTGTGGC, rev: TCCCCAGTGTGAGTTCTAATGTG; *Mmp9* fwd: TGTCTGGAGATTCGACTTGAAG, rev: ATAGGCTTTGTCTTGGTACTGG; *Ccl2* fwd: TCAGCCAGATGCAGTTAACGCCC, rev: GCTTCTTTGGGACACCTGCTGCT.

### RNA sequencing analysis

Libraries from untreated murine E0771 control or Senexin B (SnxB)-treated cells, and shCdk8–1 or shCdk8–2 cell lines in triplicate were prepared using the NEBNext Multiplex Oligos for Illumina (Dual Index Primers). Single-end, 50 bp sequencing was performed on an Illumina HiSeqV4 SR50 sequencer (Illumina, San Diego, CA, USA). After quality control of raw data with FastQC and removal of adapters and low-quality reads with Trimmomatic (version 0.36), reads were mapped to the GENECODE M13 genome using STAR (version 2.5.2b) with default parameters. Counts for union gene models were obtained using featureCounts from the Subread package (version 1.5.1). Differentially expressed (Benjamin–Hochbert corrected *p*-value (*p*-adjust) < 0.05 and fold change >2) genes were identified using edgeR (version 3.30.3). Over-representation analysis was done using the STRING enrichment API method (https://string-db.org/cgi/help.pl?subpage=api%23getting-functional-enrichment). The RNA-seq data reported in this article have been deposited in the Gene Expression Omnibus database (Accession ID: GSE161295).

### Inhibitors

E0771 cells were incubated for 48 h with the CDK8/CDK19 inhibitor Senexin B (Gentaur GmBH/APExBio) or DMSO as a control. Inhibitor concentrations were first titrated based on pSTAT1-S727 levels using western blotting. For NK-cell cytotoxicity assays, 1 µM Senexin B was applied and kept in the medium throughout the assay. Treatment with 1500 U/ml IFNγ (Merck) for 30 min was used to induce STAT1-S727 phosphorylation. For experiments analyzing surface expression of PD-L1 by flow cytometry, E0771 cells were treated with 100 U/ml IFNγ for 48 h.

### Human patient data

RNA-seq data from TNBC patients from TCGA was obtained from the R package MetaGxBreast by selecting for samples with an estrogen receptor, progesterone receptor, and HER2-negative status. Differences in overall survival between groups were calculated using the log-rank test and visualized by Kaplan-Meier curves using the ggsurvplot function from the same package. Pairwise correlations (Spearman) between the expression levels of CDK8 and genes found significantly regulated in CDK8-knockdown E0771 breast cancer cell lines (relative to control) of TNBC patients, and were calculated using the corr.test function from base R. Correction for multiple testing was done with the base R function p.adjust (method “BH”). Coefficient of determination (=R2) and Benjamini Hochberg corrected *p*-value are indicated in the plots. Values in the plots represent mRNA expression *z*-scores.

### Statistical analysis

Kruskal–Wallis test (followed by Dunn’s test), one-way analysis of variance (followed by Tukey’s multiple comparison test), unpaired *t*-test, Mann–Whitney test and a linear regression model were performed with log transformed data using GraphPad Prism^®^ Software version 5.04 and R Studio version 1.2.1335. All data are shown as mean ± SEM. Statistical significance is indicated for each experiment (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

## Supplementary information

Supplementary information.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon request. The RNA-seq data reported in this article are available in the Gene Expression Omnibus database under accession number GSE161295.

# Supplementary material for: Triple-negative breast cancer cells rely on kinase-independent functions of CDK8 to evade NK-cell-mediated tumor surveillance
**Source:** Cell Death Dis. 2021 Oct 23;12(11):991. doi: 10.1038/s41419-021-04279-2
**Supplement:** Supplementary file 1 — Supplementary information.

## Supplementary Figures

**A**

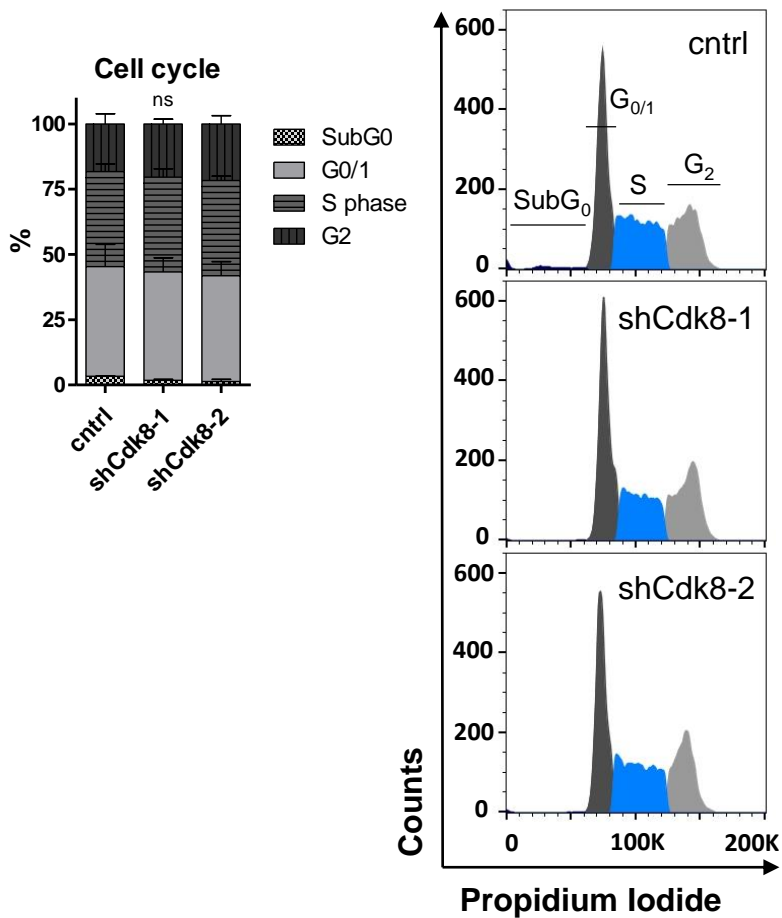

**B**

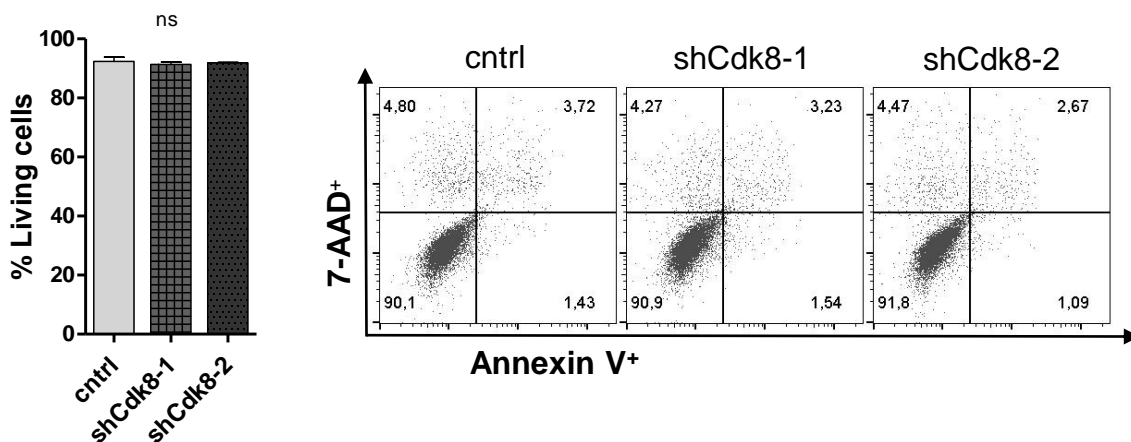

**Supplementary Figure S1. Loss of CDK8 does not alter survival or cell cycle progression of murine TNBC cells.**

(A) PI cell cycle staining and (B) Annexin V/ 7-AAD staining of control, shCdk8-1 and shCdk8-2 E0771 cells. Graphs show mean  $\pm$  SEM of two pooled independent experiments. Representative histograms (A) and FACS blots (B) are shown.

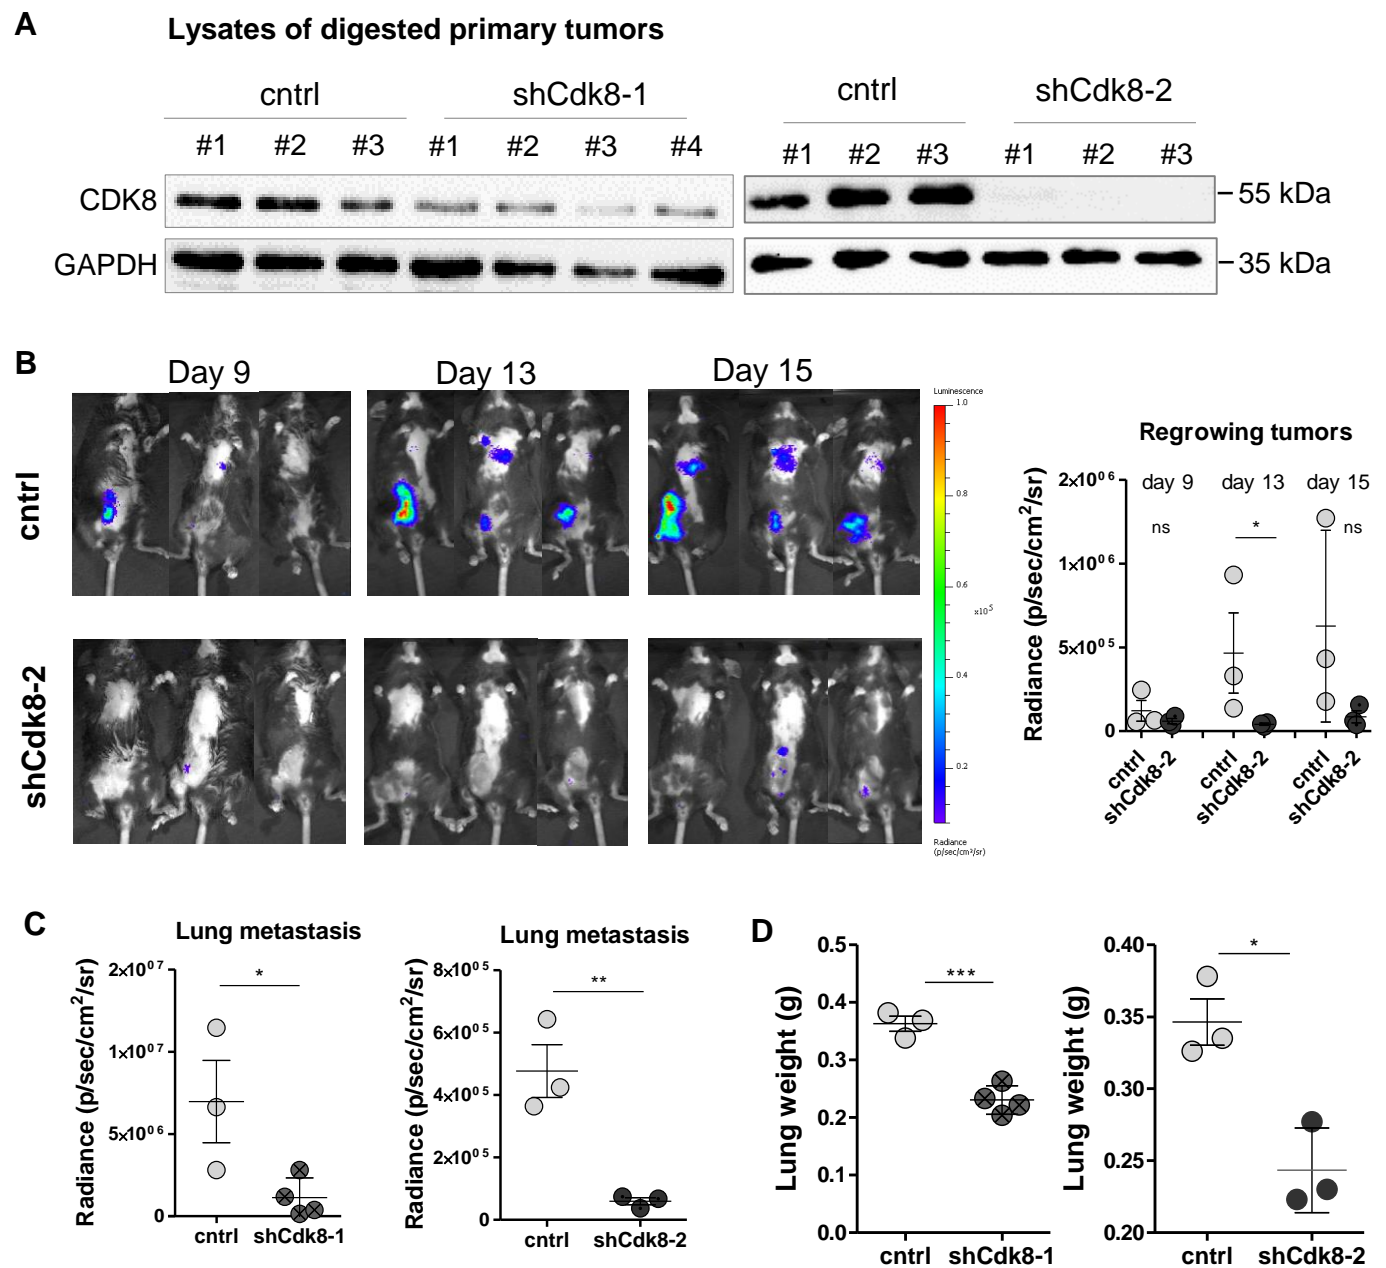

**Supplementary Figure S2. CDK8 supports the re-growth of tumors and distant metastasis formation.**

(A) Lysates of digested primary tumors were analyzed for CDK8 expression by western blotting. GAPDH was used as a loading control. (B) Representative *in vivo* imaging pictures of mice (left) and evaluation of measured radiance signals  $\pm$  SEM (right) of mice implanted with E0771 control versus shCdk8-2 cells. *In vivo* imaging was performed on day 9, day 13 and day 15 post-surgery (endpoint of the experiment). (C) Radiance signals of *ex vivo* lung metastasis and (D) lung weight  $\pm$  SEM of two independent experiments, at day 15 post-surgery.

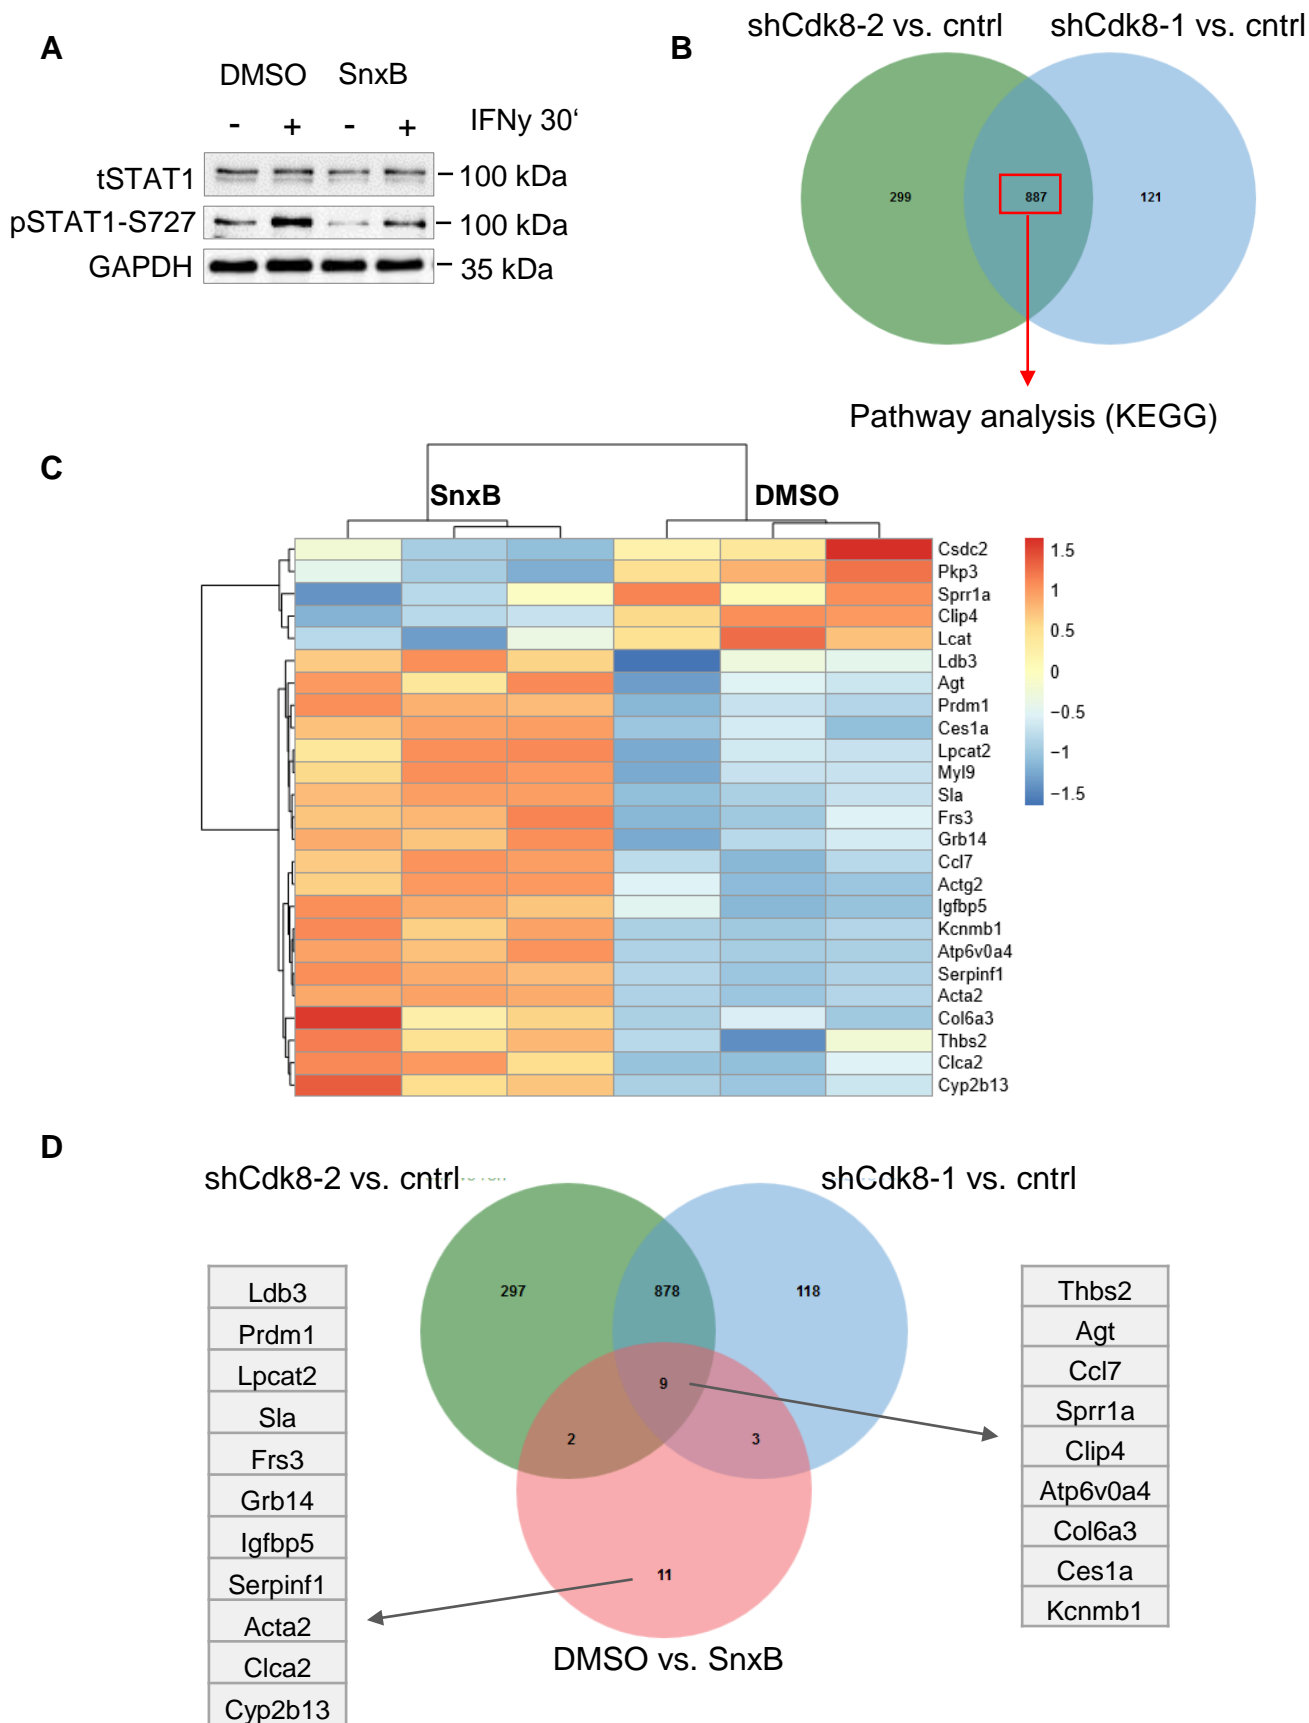

**Supplementary Figure S3. CDK8/CDK19 inhibitor treatment does not mimic genetic knockdowns of CDK8.**

(A) E0771 control cells were treated with 1 $\mu$ M Senexin B (SnxB) or DMSO for 48 hours and incubated  $\pm$  IFN $\gamma$  for 30min and blotted for STAT1, pSTAT1-S727 and GAPDH expression. 

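By edgeR's quasi-likelihood test and the 2-fold threshold, 1553 genes were deregulated in shCdk8-1 cells (631 upregulated and 922 downregulated). In shCdk8-2 cells 1364 genes were deregulated (598 upregulated and 766 downregulated). Of these, 364 genes were called with shCdk8-1 alone and 175 with shCdk8-2 alone. Under the replicate block the counts were 1553 and 1363, of which 1545 and 1352 genes were shared with the fit without it. Set against each other, shCdk8-2 and shCdk8-1 cells differed in 261 genes. The fold change threshold mattered most, as 7624 genes passed with shCdk8-1 and 7322 with shCdk8-2 at the adjusted p alone.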

(B) Venn diagram depicting overlap of genes regulated by two different CDK8-targeting shRNAs (shCdk8-1 and -2). (C) Heatmap of 25 differentially expressed genes between E0771 control cells treated with 1 $\mu$ M Senexin B (SnxB) or DMSO for 48 hours (RNA-seq data; n=3 replicates). 

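Of the 25 genes in the heatmap, 23 passed the adjusted p in edgeR's quasi-likelihood test and the 2-fold threshold, and all 25 changed in the direction the heatmap shows. The other 2 were Csdc2 (log2 fold change -1.08, standard error 0.305, adjusted p = 0.0513) and Lcat (-0.99, standard error 0.322, adjusted p = 0.0928). Adjusted over the list alone all 25 passed, which shows no stability for a list chosen from these libraries. Another 17 genes outside the list were called. Actg2 (ENSMUSG00000059430.14), on chromosome 6 of GRCm38 from 83512905 to 83536265, changed most among genes with a mean of at least 1 CPM and no overlap between the groups. It rose from 0.565 ± 0.188 CPM (SD, n = 3) to 3.03 ± 0.553 CPM (SD, n = 3), a log2 fold change of 2.39 (standard error 0.31, adjusted p = 0.00022). Acta2, a paralog of Actg2 whose reads the counting could have split, rose by 1.56 (standard error 0.0414, adjusted p = 2.11e-12). Kcnmb1 rose by 1.89 (standard error 0.16, adjusted p = 4.07e-06), Atp6v0a4 by 1.84 (standard error 0.197, adjusted p = 4.01e-05), Myl9 by 1.70 (standard error 0.17, adjusted p = 2.31e-05) and Agt by 1.66 (standard error 0.216). The replicate block left these directions as they were, with an adjusted p of 0.000832 for Actg2 and 2.49e-05 for Kcnmb1.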

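In the same libraries, 13 genes were called with SnxB and with neither shRNA, and 4 with SnxB and shCdk8-2 but not shCdk8-1. A call with SnxB alone means that a gene missed a threshold in both shRNA comparisons, which is not a test of a difference between the treatments. Without the fold change threshold, 68 genes passed with SnxB alone.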

(D) Venn diagram depicting overlaps of genes regulated upon Senexin B treatment with genes regulated by two different CDK8-targeting shRNAs (shCdk8-1 and -2). Left table shows 11 genes solely regulated by Senexin B treatment and right table depicts 9 genes regulated upon Senexin B treatment and genetic CDK8 knockdowns.

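Of the 11 genes the table lists for SnxB alone, all 11 were called with SnxB and 8 with neither shRNA by edgeR's quasi-likelihood test and the 2-fold threshold. The other 3 were called with both shRNAs in the opposite direction. Lpcat2 changed by a log2 fold change of 1.27 with SnxB and -2.22 with shCdk8-2. With shCdk8-1 it had at most 3 counts in each library and was at least 4.57-fold lower. Sla changed by 1.31 with SnxB, -1.33 with shCdk8-1 and -1.24 with shCdk8-2, and Cyp2b13 by 1.21, -2.48 and -2.24. These genes are expressed at a mean of 0.668 CPM (Lpcat2), 0.795 CPM (Sla) and 0.74 CPM (Cyp2b13), and Cyp2b13 has close paralogs. When each library was left out in turn, the SnxB call of Cyp2b13 changed in 4 of 6 fits, while Lpcat2 and Sla kept theirs. Serpinf1, at a mean of 31.6 CPM, was among the 8 (log2 fold change 1.18, adjusted p = 2.06e-08). Clca2, also among the 8, lies in a region of chromosome 3 where neighboring genes were lower in both shCdk8 lines. The 9 genes listed as common were all called in the 3 comparisons. With libraries left out in turn, the SnxB calls of Thbs2 and Sprr1a changed in 2 of 6 fits each and that of Col6a3 in 1. Those of the other genes held. Agt and Atp6v0a4 rose with SnxB and with both shRNAs, and Sprr1a and Clip4 fell with all. Col6a3, Ces1a and Kcnmb1 rose with SnxB and fell with both shRNAs. For Col6a3 the log2 fold change was 1.07 with SnxB (adjusted p = 0.00113), -1.77 with shCdk8-1 and -1.17 with shCdk8-2. Ces1a, which has near-identical neighboring paralogs, changed by 1.16, -1.25 and -1.41.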

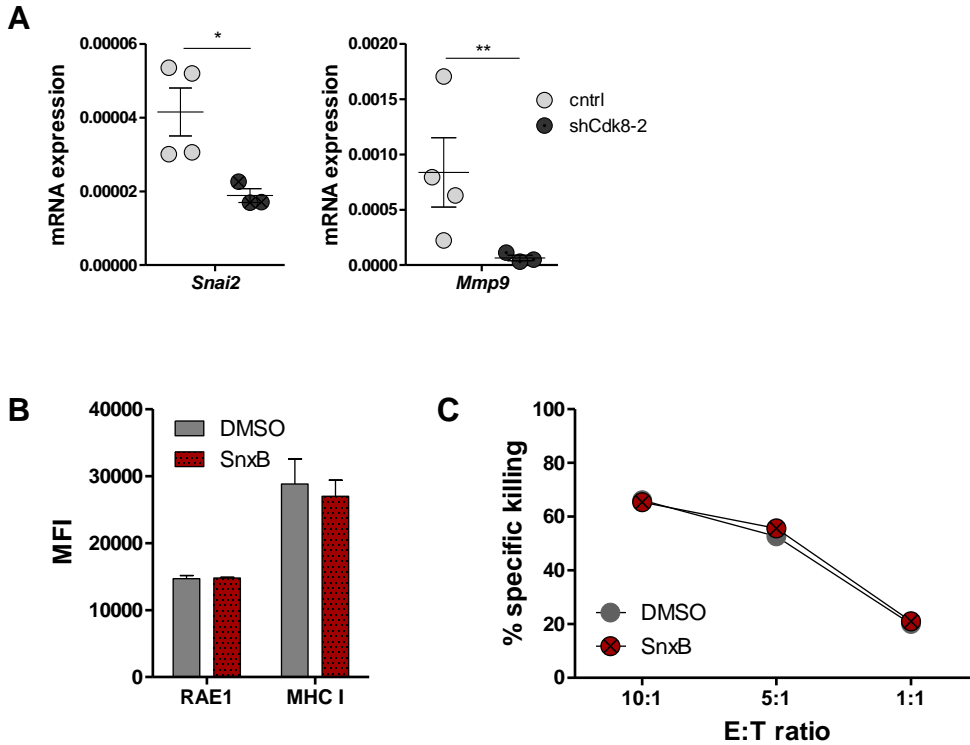

**Supplementary Figure S4. CDK8/CDK19 inhibitor treatment of E0771 does not alter their killing by NK cells.**

(A) Real-time quantitative PCR of RNA extracted from digested primary tumors of control versus shCdk8-2 implanted *Rag2<sup>-/-</sup>γc<sup>-/-</sup>* mice ± SEM. Expression levels of *Snai2* and *Mmp9* were normalized to the house keeping gene *Rplp0*. (B) MFI of RAE1 and MHC I (H-2K+ H-2D) expression of E0771 cells treated with 1μM Senexin B (SnxB) or DMSO as a cntrl; expression levels of NK ligands were analyzed by flow cytometry. Bar graphs represent technical triplicates (mean ± SEM). (C) IL2-expanded C57BL/6 NK cells were incubated for 4 hours with CFSE-labelled E0771 control tumor cells pretreated with 1μM Senexin B (SnxB) or DMSO for 44 hours in effector:target (E:T) ratio of 10:1, 5:1 and 1:1. The specific killing was assessed by flow cytometry. One representative experiment out of two independent experiments is shown.

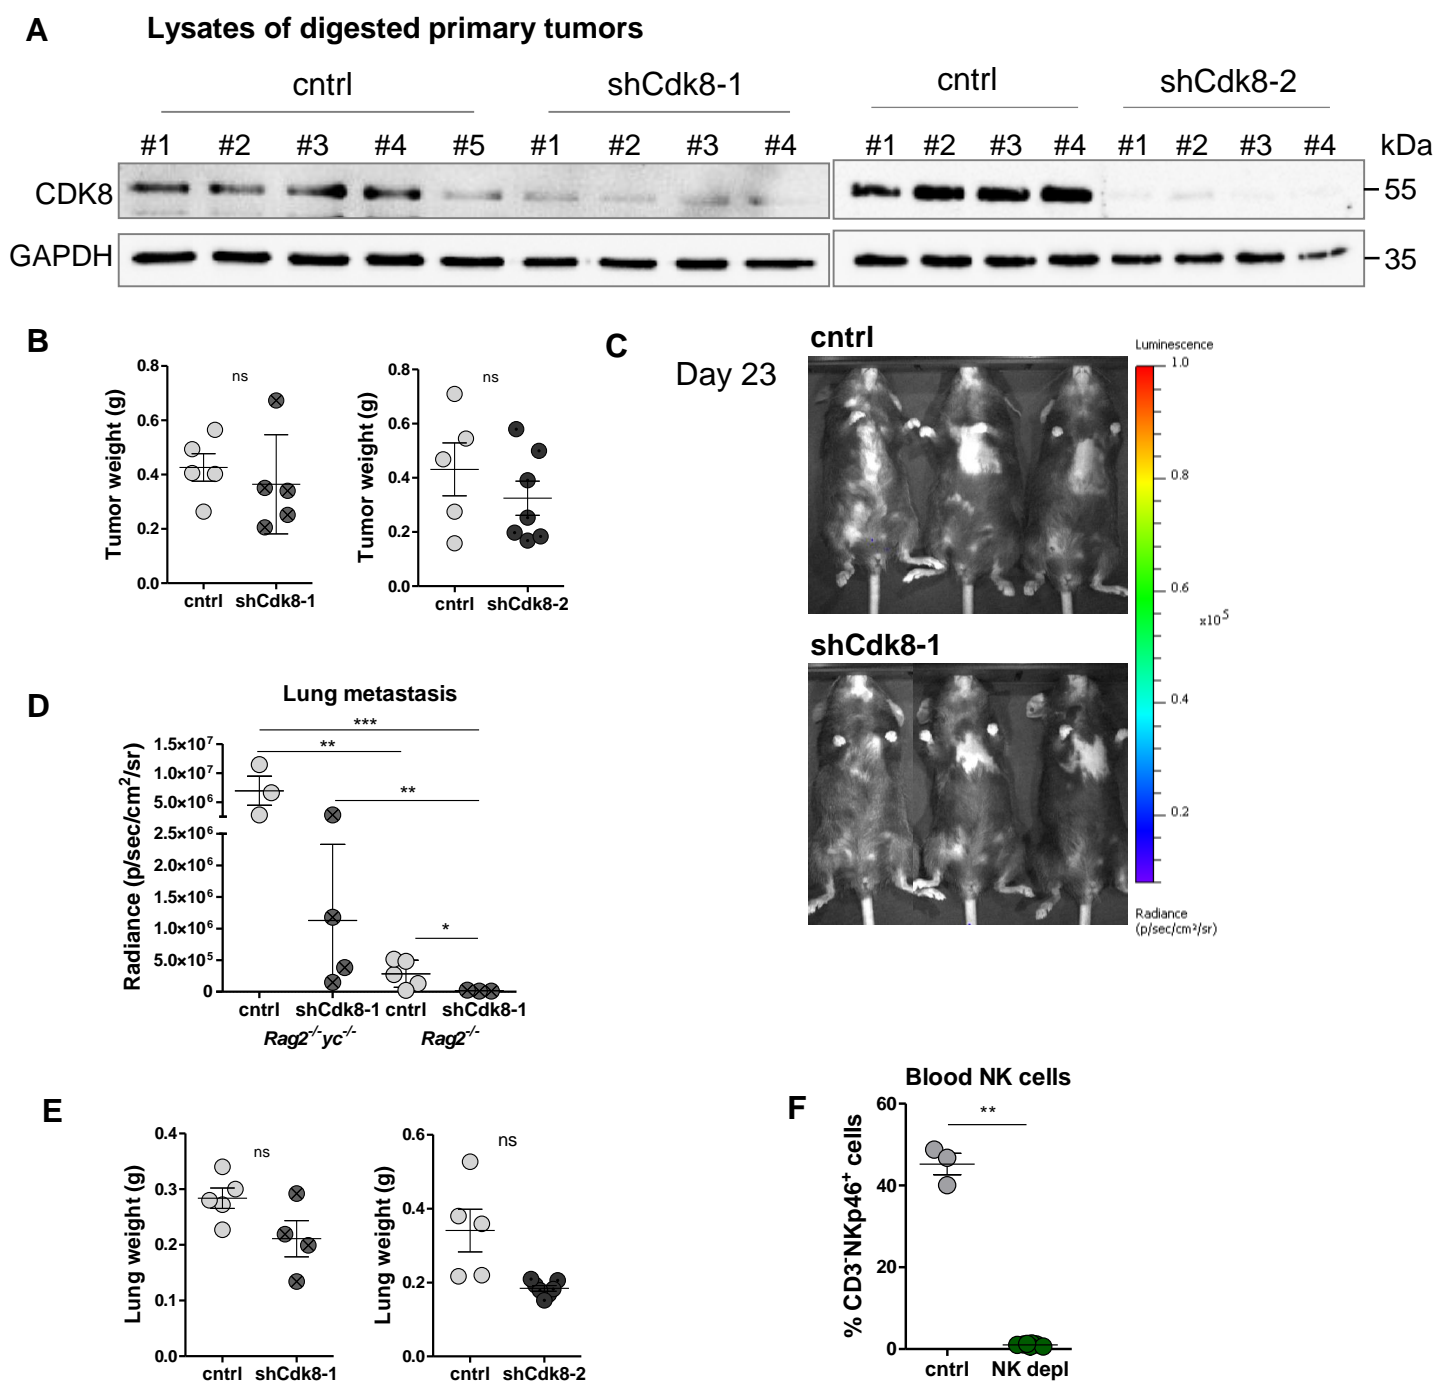

### Supplementary Figure S5. Loss of CDK8 in TNBC increases NK-cell mediated tumor surveillance.

(A) Lysates of digested primary tumors were analyzed for CDK8 expression by western blotting. GAPDH was used as a loading control. (B) Tumor weight (g)  $\pm$  SEM of *Rag2*<sup>-/-</sup> mice shown in Figure 4B. (C) Representative *in vivo* imaging pictures of *Rag2*<sup>-/-</sup> mice on day 23 post surgery. (D) Comparison of radiance signals of lung metastasis  $\pm$  SEM of *Rag2*<sup>-/-</sup>*yc*<sup>-/-</sup> (on day 15 post-surgery) and *Rag2*<sup>-/-</sup> mice (on day 23 post-surgery) implanted with control versus shCdk8-1 TNBC cells. (E) Lung weight (g) of *Rag2*<sup>-/-</sup> mice  $\pm$  SEM. (F) Percentage of CD3<sup>+</sup>NKp46<sup>+</sup> NK cells  $\pm$  SEM in blood of control and NK-cell depleted mice, after three injections of  $\alpha$ NK1.1 antibody and prior to tumor cell implantation; percentage of NK cell numbers were analyzed by flow cytometry.

How the deposited data were processed for this re-analysis (not part of the article)

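RNA-seq of E0771 cells covered 3 cell lines (cntrl, shCdk8-1 and shCdk8-2), each in DMSO or in 1 µM SnxB for 48 h, with 3 libraries per group. The authors removed adapters and low-quality reads with Trimmomatic, mapped single-end reads with STAR to the GENCODE M13 release of GRCm38, and counted reads on the union of each gene's exons with featureCounts, using strand. Reads that mapped to several places or overlapped several genes were left out by that program's defaults. The deposited values are these read counts per gene, without normalization or pooling. The control is called untreated in the RNA-seq section of the methods, and DMSO in the section on inhibitor treatment and in the legend of Supplementary Fig. S3, and the libraries used here as untreated are those in DMSO.

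The libraries held 16452260 to 22664693 counts, with a median of 19029320. A gene with 3 counts in a library has 0.132 to 0.182 CPM there, and lower levels cannot be told from 0. Among 3 libraries per group, folds against a group with at most 3 counts in each library are given as lower bounds. No pair of libraries held identical counts. The files list 50686 genes, of which 50376 were given a symbol from the GENCODE M21 annotation of the same genome build.

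Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, library sizes were scaled by TMM, and glmQLFit and glmQLFTest were run with Benjamini-Hochberg adjustment over the genes tested. A gene was called deregulated at an adjusted p under 0.05 and a fold change above 2, the thresholds in the paper's methods, which name edgeR. The paper's text does not name the test within edgeR, the filter or the libraries fitted together. Comparisons among cntrl in DMSO, cntrl in SnxB and the shCdk8 lines in DMSO were fitted to 12 libraries (12590 genes tested). Comparisons with the shCdk8 lines in SnxB, including the interaction of SnxB and shRNA, were fitted to 18 libraries (12772 genes tested). Gene lists were tested with limma's fry on voom weights. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic.

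Pairing was taken from the replicate numbers in the sample labels, which do not state what a number stands for. For shCdk8-2 cells the headers of the deposited count files carry the replicate numbers 2, 3 and 3 for the libraries labelled 1, 2 and 3, and the labels were used. The repeated number leaves open whether the 3 shCdk8-2 libraries of a group come from separate cultures. The SDs and tests treat them as separate. The model without the replicate number is the main model, and the model with it as a block was run beside it.

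The genes named in the text are those the paper names for these libraries, the genes of Fig. 3A and Supplementary Fig. S3C, members of 2 gene lists (antigen presentation and interferon; epithelial-mesenchymal transition), and for each comparison the 5 genes with the largest change among those called, with a mean of at least 1 CPM and no overlap between the groups. Abca4 was named after its values were seen.

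The alternatives were DESeq2 1.42.0 with its own size factors, edgeR's likelihood ratio test, exactTest and glmTreat, DESeq2's size factors or library totals in place of TMM, no filter, a filter of more than 1 CPM in at least 3 libraries, protein-coding genes alone, an adjusted p under 0.01, no fold change threshold, a loess correction for gene length with a span of 0.5, the replicate block with and without that correction, all 18 libraries or only the groups compared in the fit, cntrl libraries that differ between the shRNA comparisons, and each library left out in turn. The code was tested on simulated counts with 200 changed genes among 12418: the main test recovered 198 with 1 false call, the interaction test recovered 194 (12529 genes tested), and glmTreat recovered 179. The simulated changes were all well past 2-fold and in genes with a mean above 1 CPM. The recovery therefore does not apply to changes near the threshold or to genes at lower levels. In a simulated comparison without any change, 0 genes were called.

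The guide sequences were taken from the hairpins in the paper's methods and matched to the transcripts of GENCODE M21. Sites of each guide's 7-base seed were counted in the 3′ UTRs of 11275 genes. Medians over windows of 20 neighboring genes with a mean of at least 2 CPM were compared with 1000 shuffles of gene order. Figures were drawn with matplotlib 3.10.9. The KEGG and STRING enrichment was not repeated, and the qPCR, flow cytometry, immunoblot, mouse and patient data were not analysed here.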

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

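In this part, the tests of library size, of depth, of gene length and of an earlier change by the knockdown were chosen only after the result was seen.

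The paper does not report on the shCdk8 lines treated with SnxB, and these libraries carry a signal. SnxB changed 14 genes in shCdk8-1 cells (12 higher, 2 lower) and 16 genes in shCdk8-2 cells (13 higher, 3 lower), against 40 in cntrl cells. With the replicate number as a block the counts were 13 and 14, of which 12 and 14 genes were shared with the model without it. The mean correlation of same-numbered libraries was 0.056 and 0.032. Among the genes called, with a mean of at least 1 CPM and no overlap between the groups, Actg2 rose most in both lines. Its log2 fold change was 2.37 (adjusted p = 0.000725) and 1.78 (adjusted p = 1.94e-05), and its reads may be split with its paralog Acta2. By the same rule, Kcnmb1 and Myl9 were also among the 5 largest changes in each line. Scaling by library totals in place of TMM gave 14 and 16 genes. Both scalings correct for library size, and the TMM factors of the 18 libraries lay between 0.95 and 1.02, so this does not test depth. In 10 random draws that thinned each library to the smallest total, SnxB changed 34 to 43 genes in cntrl cells, 12 to 16 in shCdk8-1 cells and 11 to 16 in shCdk8-2 cells, so a difference in depth is unlikely to explain the smaller counts. In fits of each line's 6 libraries alone, where the real split gave 7 and 12 genes, 1 of the 4 splits that part same-numbered pairs gave as many, the real split, and 4 splits cannot give a share under 0.05; the other splits of 3 against 3 leave some same-numbered pairs in the same group.

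The response of cntrl cells to SnxB was looked for in the shCdk8 lines. Across the 38 genes called with SnxB in cntrl cells and tested in the fit of all libraries, the slope of the SnxB effect on that in cntrl cells was 0.24 for shCdk8-1 and 0.27 for shCdk8-2, and 31 and 33 genes changed in the same direction. Of the 38, 9 and 13 had an adjusted p under 0.05. These genes were chosen for a large change in cntrl cells, which by itself lowers such a slope, so a weaker response in shCdk8 cells cannot be told apart from that selection. With 694 genes chosen at the adjusted p alone, the slopes were 0.3 and 0.38.

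Under SnxB, 1636 genes differed between shCdk8-1 and cntrl cells and 1379 between shCdk8-2 and cntrl cells, in libraries that share none with the comparisons in DMSO. With the replicate block the counts were 1635 and 1376. The mean correlation of same-numbered libraries was 0.081 and 0.216 in these comparisons. For shCdk8-2 each of the 3 same-numbered pairs correlated positively (0.089 to 0.369), against a mean of -0.106 for pairs of different numbers. Here too, 1 of the 4 matched splits, the real split, gave as many genes, which cannot give a share under 0.05. The libraries come from the same 3 lines, so these comparisons show that the differences between the lines recur between libraries, and a difference between the lines that arose for another reason than the knockdown would recur in the same way.

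The SnxB effect differed between shCdk8-1 and cntrl cells in 5 genes by the interaction test, and between shCdk8-2 and cntrl cells in 2 genes, and the replicate block gave 5 and 2. The 5 genes were Cd244a (-1.69, adjusted p = 0.0188), Ppp1r16b (1.55, adjusted p = 0.00869), Atp6v0a4 (-1.54, adjusted p = 0.00304), Agt (-1.19, adjusted p = 0.0209) and Thbs2 (-1.18, adjusted p = 0.00324), and the 2 were Ppp1r16b (1.71, adjusted p = 0.0304) and Atp6v0a4 (-1.46, adjusted p = 0.0232). Swaps of DMSO and SnxB within numbered pairs were fitted to the 12 libraries compared, where the real arrangement gave 3 genes for shCdk8-1 and 1 gene for shCdk8-2. As many were reached in 7 of 32 arrangements for shCdk8-1 and 6 of 32 for shCdk8-2, the real one included. Counts as large as the real ones in these 12-library fits are thus not rare under regrouping. The 5 and 2 genes of the fit of all 18 libraries were reached in 5 other arrangements for each line. Those arrangements were not fitted to 18 libraries, so the counts are not matched. A swap of a whole line carries the SnxB effect common to both lines into the interaction, which makes this a hard comparison to pass.

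For shCdk8-1, the length correction gave 6 genes, the 5 among them. It moved the interaction of the 5 genes by at most 0.047 (log2), too little to test a bias that depends on gene length. At the adjusted p alone 39 genes had an interaction. Whether the knockdown had already moved these genes the way SnxB does was tested: 10 of the 39, or 25.6%, were called with shCdk8-1 in the direction of SnxB, against 7.7% of all tested genes. Another 6 were called with shCdk8-1 against the direction of SnxB. The share in the direction of SnxB was thus 62.5% of the 16 called, against 62.9% of all genes called with shCdk8-1, so the direction of SnxB was not favored. The interaction and the knockdown comparison also share the cntrl libraries in DMSO, so this explanation cannot be told apart from an error in those libraries.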

How the results depend on the processing

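The mapping of libraries, the main models, the rule for named genes and the alternatives were set before the data were examined, and no alternative was added later. Of the values of single named genes, 1822 kept their direction and their side of the threshold across the alternatives that kept all replicates, 51 became weaker and 17 stronger. Across the fits that each left out 1 library, 715 kept both, 37 became weaker, 7 stronger and 3 reversed. The reversed values were small with SnxB: Cdk8 was 0.002 without cntrl DMSO replicate 1, in a range of -0.06 to 0.002. Icam1 was -0.021 without cntrl DMSO replicate 2 and -0.193 without cntrl SnxB replicate 2, in a range of -0.193 to 0.186. The median of the antigen presentation and interferon list with SnxB also reversed, to 1e-04, without cntrl DMSO replicate 2, in a range of -0.047 to 1e-04. In each case the cause was not tested.

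The fold change threshold had the largest effect on most counts. Without it, 7624 genes passed for shCdk8-1 against cntrl, 7322 for shCdk8-2, 6241 for both and 696 for SnxB, and 527 for both shRNAs and SnxB and 68 for SnxB and neither shRNA. Against cntrl cells in SnxB the counts were 7562 for shCdk8-1 and 7268 for shCdk8-2, and between the shRNA lines 2766. SnxB changed 189 genes in shCdk8-1 cells and 262 in shCdk8-2 cells, the interactions had 39 and 7, and under SnxB the shRNA lines differed from cntrl in 7739 and 7236.

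Tested against a 2-fold change by glmTreat, 829 genes passed for shCdk8-2, 747 for both shRNAs, 2 for SnxB, 814 for shCdk8-2 against cntrl in SnxB, 69 between the shRNA lines, 1059 and 834 for the shRNA lines under SnxB, and 1 for SnxB in shCdk8-1 cells. It gave 0 for SnxB in shCdk8-2 cells, where 21 had an unadjusted p under 0.05, 0 for the interactions (35 and 15) and 0 for both shRNAs and SnxB (13). Of the genes of Fig. 3A it called 9, 3 of them upregulated, and of the SnxB list 2; SnxB and neither shRNA had 2. The causes were not tested.

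At an adjusted p under 0.01, SnxB changed 22 genes in cntrl, 8 in shCdk8-1 and 10 in shCdk8-2 cells, 11 were common to both shRNAs and SnxB, and the interactions had 3 and 0, with 748 at an unadjusted p under 0.05 for the latter. Without a filter, SnxB changed 24 genes in shCdk8-1 cells and 28 in shCdk8-2 cells, the interactions had 15 and 9, and 20 genes were called with SnxB and neither shRNA. With only the groups compared in the fit, SnxB changed 7 genes in shCdk8-1 cells and the interactions had 3 and 1. The likelihood ratio test gave 9 for the interaction with shCdk8-1. The genes common to both shRNAs and SnxB were 14 with DESeq2 and 15 with the filter of more than 1 CPM. In each case the cause was not tested.

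With the replicate number as a block in the model, 1553 genes were called for shCdk8-1, 1363 for shCdk8-2, 1188 for both, 33 for SnxB and 18 for both shRNAs and SnxB. Over the 6 groups, deviations of same-numbered libraries correlated at -0.011 on average and those of different numbers at 0.006, so on average the numbers did not pair the libraries. The exception among the comparisons was shCdk8-2 against cntrl under SnxB, at 0.216 for same numbers and -0.106 for different numbers, where the block gave 1376 genes. The headers of the shCdk8-2 files carry other replicate numbers than the labels, and no block was fitted on them.

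With each library left out in turn, the ranges were 1568 to 1613 genes for shCdk8-1, 1360 to 1390 for shCdk8-2, 1176 to 1222 for both, 30 to 41 for SnxB, 16 to 24 for both shRNAs and SnxB, and 10 to 16 for SnxB and neither shRNA. SnxB changed 8 to 16 genes in shCdk8-1 cells and 9 to 19 in shCdk8-2 cells, and the interactions had 3 to 5 and 0 to 4, with 533 to 760 genes at an unadjusted p under 0.05 in the fits that gave 0. The NK-related genes called with both shRNAs were 14 to 16. The count for the interaction with shCdk8-2 thus rests on single libraries. With shCdk8-1, Ppp1r16b, Atp6v0a4 and Thbs2 kept their interaction call in all 12 fits. The call of Cd244a changed in 3 of these fits and that of Agt in 4. The causes were not tested.

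Scaling did not shift the medians of all genes by more than 0.067. The share of upregulated genes was 40.6% with TMM and 42.1% with library totals for shCdk8-1, and 72.5% and 66.7% for SnxB. For shCdk8-2 against cntrl in SnxB the balance flipped, from 607 genes higher and 723 lower with TMM to 667 and 662 with library totals when shCdk8-2 was in DMSO, and from 644 and 735 to 698 and 676 when both were in SnxB. Depth limits the genes near 1 CPM. Snai2 had at most 3 counts in each shCdk8-1 library, so its fold there is a lower bound, and several SnxB genes, such as Lcat, Csdc2 and Sla, have means under 1 CPM.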

Differences from the paper's values

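For SnxB in cntrl cells, 40 genes were deregulated against the paper's 25. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with the replicate block (33), with the block and the length correction (36), with DESeq2 (29), with the filter of more than 1 CPM (28), with only the groups compared (32), at an adjusted p under 0.01 (22), and without cntrl DMSO replicate 1 (30), cntrl DMSO replicate 2 (30) or cntrl SnxB replicate 2 (32). It was not with the length correction alone (43), the likelihood ratio test (51), DESeq2's size factors in edgeR (40), library totals (39), no filter (49), glmTreat (2), no fold change threshold (696), protein-coding genes alone (41), all 18 libraries (39), exactTest (43), or without cntrl DMSO replicate 3 (38), cntrl SnxB replicate 1 (39) or cntrl SnxB replicate 3 (41).

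For genes deregulated by both shRNAs and SnxB, 23 were called against the paper's 9. An adjusted p under 0.01 (11) was the only alternative set before the data were examined that came within 1.5 times. The others gave 0 (glmTreat, with 13 genes at an unadjusted p under 0.05) or 14 (DESeq2) to 527 (no fold change threshold).

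For shCdk8-1 against cntrl, 1553 genes were called against about 1000 in the paper's Supplementary Fig. S3B, read by eye. Of the alternatives set before the data were examined, the filter of more than 1 CPM (1266), glmTreat (1042), protein-coding genes alone (1409), only the groups compared (1410), exactTest (1414) and an adjusted p under 0.01 (1475) came within 1.5 times, and the others did not, with counts from 1521 (DESeq2) to 7624 (no fold change threshold).

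In the Venn diagram of Supplementary Fig. S3B, more genes belong to shCdk8-2 alone than to shCdk8-1 alone. Here 364 genes were called with shCdk8-1 alone and 175 with shCdk8-2 alone.

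The paper lists H2-K1, Nfatc2, Shc4 and Cd274 among the genes deregulated by both shRNAs. Here H2-K1 (-0.86), Nfatc2 (0.89) and Shc4 (-0.96) with shCdk8-1 and Cd274 (-0.98) with shCdk8-2 stayed under the 2-fold threshold. Without that threshold these 4 genes passed, and the 19 genes of Fig. 3A were called as in the paper, 7 upregulated and 12 downregulated. Cd274 also passed without cntrl DMSO replicate 1 (-1.04) and without shCdk8-2 DMSO replicate 2 (-1.13). With shCdk8-1, Cd274 (-1.06) lost its call without cntrl DMSO replicate 2 (-0.99), without shCdk8-1 DMSO replicate 3 (-0.95) and with glmTreat. Shc4 also passed with shCdk8-1 without cntrl DMSO replicate 2 (-1.02) and without shCdk8-1 DMSO replicate 3 (-1.25).

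The paper counts Csdc2 and Lcat as downregulated by SnxB. Here Csdc2 (log2 fold change -1.08) had an adjusted p of 0.0513 and Lcat (-0.99) of 0.0928. Csdc2 was called with the block and length correction (0.0425), the length correction (0.0405), the likelihood ratio test (0.0168), library totals (0.0458), no filter (0.0129), the filter of more than 1 CPM (0.0486), protein-coding genes alone (0.0436), exactTest (0.0235), and without cntrl DMSO replicate 3 (0.0397) or cntrl SnxB replicate 1 (0.046). Over the alternatives its adjusted p ranged from 0.0129 to 1 (glmTreat). Lcat was called under no setting that was run; its adjusted p was 0.0337 with the likelihood ratio test and 0.024 with exactTest, where its fold stayed under the threshold, and ranged up to 1 (glmTreat).

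The paper assigns Lpcat2, Sla and Cyp2b13 to SnxB alone. Here Lpcat2 (at least 4.57-fold lower with shCdk8-1 and -2.22 with shCdk8-2), Sla (-1.33 and -1.24) and Cyp2b13 (-2.48 and -2.24) were also called with both shRNAs. The SnxB call of Cyp2b13 changed in 4 of the 6 fits that each left out 1 library. The paper's 11 genes for SnxB alone compare with 13 here, and the replicate block, the block with length correction and DESeq2 gave 11.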

Other observations

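In this part, the tests of chromosome segments and of the slope against the loss of Cdk8 mRNA were chosen only after the result was seen.

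Both shRNA lines differed from cntrl cells in many of the same genes, and several explanations were weighed. The same cntrl libraries in both comparisons are unlikely to explain it: with shCdk8-2 and cntrl cells in SnxB set beside shCdk8-1 and cntrl cells in DMSO, 1134 genes were called in both, of which 1061 were among the 1189, and with the treatments exchanged 1146, of which 1101 were. Among 100 regroupings of the 9 libraries in DMSO that keep 1 library of each number in each group, 4 gave as many genes called in both comparisons as the real one, itself included, which had 1151 in a fit of these 9 libraries. The 3 others gave 1192 to 1200. They exchange libraries between the 2 hairpins and leave the cntrl group as it is. For shCdk8-1 and shCdk8-2 on their own, 1 of the 4 matched splits, the real split, gave as many genes, and 4 splits cannot give a share under 0.05.

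Off-target effects through the seeds of the hairpins were tested on the 3′ UTRs of 11275 genes. The mean shift of the genes with a seed site of shCdk8-1 ranked at the 29.54 percentile of 15629 7-mers in shCdk8-1 cells, and the shCdk8-2 seed at 11.33 in shCdk8-2 cells, so neither stood out. The seed of the control hairpin, which would act in both comparisons, ranked at 10.76 with shCdk8-1 and 19.31 with shCdk8-2. Sites of at most 3 mismatches to both guides were found in 0 tested genes other than Cdk8. These tests make a common off-target effect through known base pairing unlikely, but would miss an effect on few genes.

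The size of the changes did not follow the loss of Cdk8 mRNA. Cdk8 fell less with shCdk8-2, by a ratio of log2 fold changes of 0.39. The ratio spanned 0.34 to 0.42 over the lowest and highest value of each fold change with libraries left out in turn. Across the 1553 genes called with shCdk8-1, the slope of shCdk8-2 against shCdk8-1 was 0.8, and 0.79 with separate cntrl libraries. This slope is that of the first principal axis, which treats both lines alike. The correlation across these genes, which are not independent replicates, was 0.952. A slope near the ratio would be in line with a change in proportion to Cdk8 mRNA. The paper reports that CDK8 protein also fell to different extents in the shRNA lines (Fig. 1A). A response that saturates may give a slope such as 0.8, and this was not tested.

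Neighboring genes tended to change together in both shRNA lines. The SD of the medians of 985 windows of 20 genes was 0.192 with shCdk8-1 and 0.181 with shCdk8-2, against at most 0.098 and 0.09 in 1000 shuffles of gene order. With SnxB the SD was 0.027 and also not reached in the shuffles, whose mean was 0.024, so the excess there was slight. Window medians of the shRNA lines correlated at 0.899 with each other, at 0.884 and 0.887 with separate cntrl libraries, and at 0.082 between shCdk8-1 and SnxB. Neighboring genes also differed together between the shRNA lines, though less: the SD was 0.075 for shCdk8-2 against shCdk8-1, and at most 0.04 in the shuffles. In 13 segments, 5 higher and 8 lower, the windows moved the same way in both lines. On chromosome 12 from 80.3 to 117.9 Mb, 150 genes had a median log2 fold change of 0.64 with shCdk8-1 and 0.55 with shCdk8-2, and 94% and 94.7% of them were higher, while the median with SnxB was 0.01. On chromosome 9 from 22.5 to 44.2 Mb the medians were -0.87 and -0.64, and on chromosome X from 48.6 to 71.6 Mb -0.88 and -0.73.

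A candidate explanation for the segments is that the cntrl and shCdk8 cells differ in the copy number of these regions, which would arise if the lines grew from different subsets of a mixed E0771 culture; the window spreads of 0.192 and 0.181 are consistent with it. DNA was not measured, and regulation of whole regions would give the same pattern, so these explanations cannot be told apart. Segments by themselves do not account for most of the genes past the 2-fold threshold. After the median of the neighboring genes was subtracted from each gene's log2 fold change, 1115 genes were called with both shRNAs. Of these, 1070 were among the 1189. The adjusted p was kept from before the subtraction, so only the fold change threshold was applied anew. Of the genes called with both shRNAs 8.7% lay in the segments, against 4.7% of tested genes. The genes of Fig. 3A, Snai2, Mmp9 and Ccl2 lie outside them. If the lines do differ by origin, part of the genes outside the segments might also differ between the lines for that reason, and the design, with 1 line per hairpin, does not allow a test of this.

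Other counts were set against regroupings in the same way. The NK-related genes called with both shRNAs, 15 in all, 6 upregulated and 9 downregulated, were reached in 4 of 100 regroupings each, the real one included; the list comes from these libraries, so this does not test it. The 23 genes called with both shRNAs and SnxB were reached in 2 of 100. In the other regrouping, shCdk8 libraries take the 3 places of cntrl cells in DMSO. The 13 genes called with SnxB and neither shRNA were reached in 7 of 100. The 6 others gave 47 to 1258 genes and put shCdk8 libraries in all 3 places of cntrl cells in DMSO or in SnxB, which carries the difference between the lines into the SnxB comparison, so this does not show whether 13 genes arise by regrouping alone. For SnxB in cntrl cells, for the SnxB list, for the shRNA lines against cntrl cells in SnxB and for the shRNA lines against each other, 1 of 4 matched splits, the real split, gave as many genes.

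Lists of 20 genes of antigen presentation and interferon signaling and of 16 genes of epithelial-mesenchymal transition were fixed in advance. The first had a median log2 fold change of 0.12 with shCdk8-1, with 11 of 20 genes higher, yet limma's rotation test fry, which weighs genes by their precision, gave a direction of lower expression. Of the genes past the adjusted p, 8 were higher and 8 lower: Irf7 rose by 1.60 and Ifit1 by 1.41, while Psmb9 changed by -2.81, Nlrc5 by -1.89 and B2m by -1.04. With shCdk8-2 the median was 0.03, 11 genes were higher and the direction by fry was again lower. With SnxB the median was -0.02. Under the replicate block the medians were 0.12, 0.04 and -0.02. The median and the rotation test point in different directions, so no direction is given for this list. As large a median was reached in 1 of 4 matched splits for shCdk8-1, 2 of 4 for shCdk8-2 and 3 of 4 for SnxB.

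Of the mesenchymal list 14 genes were tested, Snai2 and Mmp9 among them. The paper names both as lower in shCdk8 cells from the same libraries, which favors lower values for this list with the shRNAs. The median was -0.36 with shCdk8-1, with 3 genes higher, and -0.24 with shCdk8-2, with 4 higher, and fry gave lower expression for both. With library totals in place of TMM the medians were -0.34 and -0.20. Col1a1 (4.43 and 3.69) and Mmp2 (1.76 and 1.72) rose with both shRNAs, against the direction of the list. With SnxB the median was 0.19, with 10 genes higher and 8 past the adjusted p, each of them higher, and fry gave higher expression. The median was 0.17 with library totals. The sign is thus opposite to that with the shRNAs. For each comparison 1 of 4 matched splits, the real split, gave as large a median, which cannot give a share under 0.05.

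Cdk19, the paralog of Cdk8, rose by a log2 fold change of 0.42 (standard error 0.0364, adjusted p = 5.8e-08) with shCdk8-1 and 0.12 (adjusted p = 0.00989) with shCdk8-2, and Ccnc, which encodes their cyclin, changed by -0.19 (adjusted p = 0.000699) and -0.12 (adjusted p = 0.0163). No explanation was tested for these values.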
